# Enhancer of polycomb coordinates multiple signaling pathways to promote both cyst and germline stem cell differentiation in the *Drosophila* adult testis

**DOI:** 10.1371/journal.pgen.1006571

**Published:** 2017-02-14

**Authors:** Lijuan Feng, Zhen Shi, Xin Chen

## Abstract

Stem cells reside in a particular microenvironment known as a niche. The interaction between extrinsic cues originating from the niche and intrinsic factors in stem cells determines their identity and activity. Maintenance of stem cell identity and stem cell self-renewal are known to be controlled by chromatin factors. Herein, we use the *Drosophila* adult testis which has two adult stem cell lineages, the germline stem cell (GSC) lineage and the cyst stem cell (CySC) lineage, to study how chromatin factors regulate stem cell differentiation. We find that the chromatin factor Enhancer of Polycomb [E(Pc)] acts in the CySC lineage to negatively control transcription of genes associated with multiple signaling pathways, including JAK-STAT and EGF, to promote cellular differentiation in the CySC lineage. E(Pc) also has a non-cell-autonomous role in regulating GSC lineage differentiation. When E(Pc) is specifically inactivated in the CySC lineage, defects occur in both germ cell differentiation and maintenance of germline identity. Furthermore, compromising Tip60 histone acetyltransferase activity in the CySC lineage recapitulates loss-of-function phenotypes of E(Pc), suggesting that Tip60 and E(Pc) act together, consistent with published biochemical data. In summary, our results demonstrate that E(Pc) plays a central role in coordinating differentiation between the two adult stem cell lineages in *Drosophila* testes.

## Author summary

Tissue maintenance and repair rely on adult stem cells, which can divide to generate new stem cells as well as cells committed for becoming specific cell types. Stem cell activity needs to be tightly controlled because insufficient or unlimited stem cell division may lead to tissue degeneration or tumorigenesis. This control depends not only on stem cells themselves, but also on the microenvironment where stem cells reside. The chromatin structure of stem cells is crucial to determine their activities. The signaling pathways connecting stem cells with their microenvironment is also important. Here we ask how chromatin factors interact with signaling pathways in determining stem cell activity. We use *Drosophila* adult testis as a model system, in which two types of stem cells co-exist and interact: germline stem cells and somatic stem cells. We find that a chromatin regulator called Enhancer of Polycomb [E(Pc)] acts in somatic cells to promote germ cell differentiation and maintain germ cell fate. This regulation is mediated by several signaling pathways, such as EGF and JAK-STAT pathways. E(Pc) also works with another chromatin regulator, the histone acetyltransferase Tip60, in somatic cells. Insufficient activity of the E(Pc) homolog in human leads to cancers. Our studies of E(Pc) may help understanding its roles as a tumor suppressor.

## Introduction

In physiological condition, adult stem cells are surrounded by other cell types and extracellular matrix. Recent studies have demonstrated a dynamic crosstalk between stem cells and their surrounding microenvironment termed as the stem cell niche [1]. Signaling molecules emanating from this niche contribute to the balance between self-renewal and differentiation of adult stem cells, which is essential for the maintenance of tissue homeostasis and regeneration in response to injury. Therefore a fundamental question in stem cell biology is how extrinsic cues and intrinsic factors cooperate to determine and maintain stem cell identity and activity.

Two adult stem cell lineages reside in the *Drosophila* adult testis: the germline stem cell (GSC) lineage and the cyst stem cell (CySC) lineage (Fig 1A). Both GSCs and CySCs attach to a group of post-mitotic somatic cells called hub cells and serve as a niche for each other [2]. Both GSCs and CySCs undergo asymmetric cell divisions to produce one self-renewed stem cell and one differentiated daughter cell in each lineage [3,4]. The differentiated daughter cell in the GSC lineage is called a gonialblast (GB), which subsequently undergoes a transit-amplifying stage with exactly four rounds of mitosis. After exiting the mitotic expansion, germ cells enter the meiotic stage with an elongated G2 phase as spermatocytes, in which a robust gene expression program is initiated to prepare them for meiotic divisions and spermatid differentiation. On the other hand, the differentiated daughter cell in the CySC lineage becomes a cyst cell, which never divides again. Two cyst cells encapsulate synchronously dividing and differentiating germ cells and form a distinct germ cell cyst. Ectopic niche formation may result in an expanded stem cell population and lead to tumor formation [5]. Conversely, dysfunction of stem cells from an impaired niche is associated with compromised injury recovery, degenerative disease and aging [6]. Studies using *Drosophila* gonads have improved our understanding of the regulatory mechanisms within the stem cell niche [2,7].

**Fig 1:**
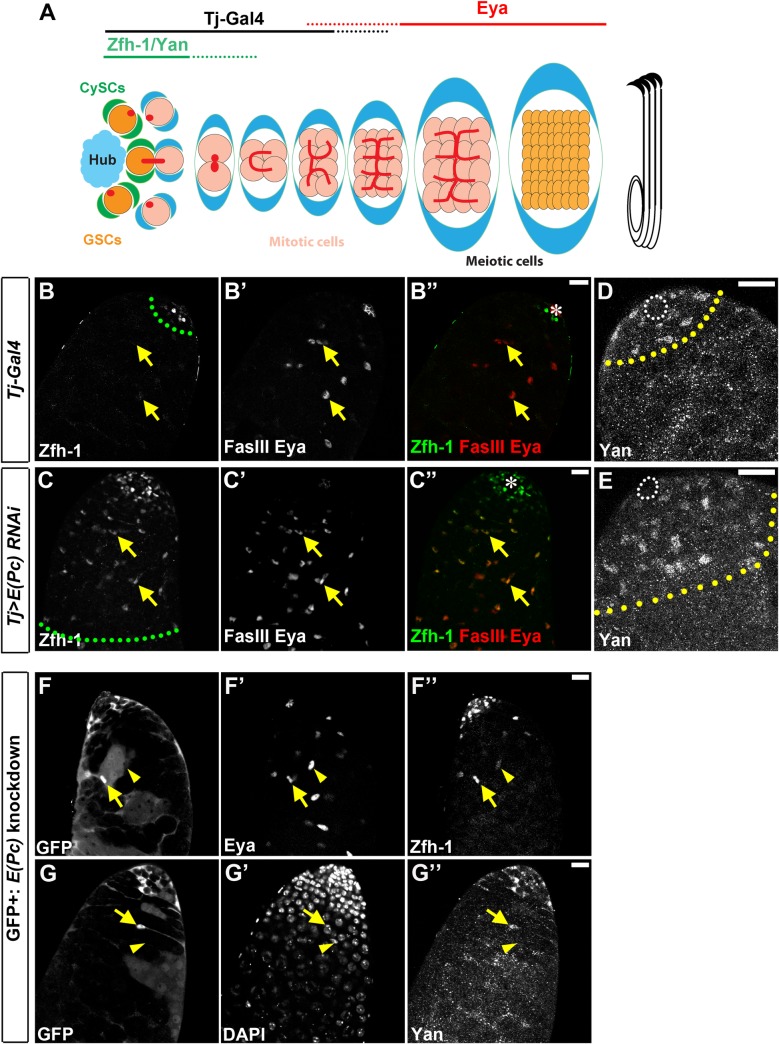
E(Pc) downregulates CySC-enriched transcription factors. **(A)** A schematic diagram of *Drosophila* adult testes. CySCs: cyst stem cells; GSCs: germline stem cells. **(B-B”)** In *Tj-Gal4* control testes, Zfh-1-positive early cyst cell zone (green dashed line) is separable spatially from the region with later stage cyst cells labeled by Eya (yellow arrows). **(C-C”)** In *Tj>E(Pc) RNAi* testes, Zfh-1-positive cell zone expands (green dashed line) with some cells co-expressing Eya (yellow arrows). **(D)** In *Tj-Gal4* control testes, another marker Yan is highly enriched in CySCs and early cyst cells (yellow dashed line), a few cell-diameter away from the hub region (white outline). **(E)** In *Tj>E(Pc) RNAi* testes, Yan-positive cell zone (yellow dashed line) expands and is further away from hub (white outline). **(F-G”)** GFP-positive cells represent cells with *E(Pc)* knockdown. Compared with the GFP-negative and Eya-positive cyst cell (yellow arrowhead in **F-F”**), the neighboring GFP-positive and Eya-positive cyst cell (yellow arrow in **F-F”**) has higher Zfh-1 signal. Similarly, compared with GFP-negative and DAPI-positive cyst cell (yellow arrowhead in **G-G”**), the neighboring GFP-positive and DAPI-positive cyst cell (yellow arrow in **G-G”**) has higher Yan signal. Asterisk: hub. Scale bar: 20μm. See also S1 Fig.

*Drosophila* testis has provided an excellent model system by which to study the crosstalk among different stem cell lineages. For example, it has been shown that the JAK-STAT and TGF-β signaling pathways are important for male GSC maintenance through interactions with CySCs [8,9,10,11]. The JAK-STAT signaling pathway ligand Unpaired (Upd) is secreted by hub cells to activate the downstream transcription factor Stat92E in both CySCs and GSCs for their maintenance [8,9,11,12,13,14,15]. In addition, the EGF signaling pathway has been shown to control cyst cells to encapsulate germ cells and allow for their proper differentiation [16,17,18,19,20]. A protease called Stet acts in germ cells to cleave the Spitz (Spi) ligand to stimulate EGF signaling in cyst cells [18]. Activation of EGF signaling ensures encapsulation of germ cells by the cyst cell and promotes germ cell differentiation [16,17,18,19,20,21,22,23,24].

Most studies on germline and soma communication have focused on signaling pathways, while most work on chromatin regulators mainly addressed their cell-autonomous functions. However, recent studies have demonstrated their cooperation (reviewed by [25,26]). For example, JAK-STAT signaling in both GSCs and CySCs is positively regulated by the nucleosome remodeling factor (NURF) [27]. On the other hand, the *Socs36E* gene encodes an inhibitor of the JAK-STAT signaling pathway, which is critical for maintaining balance between GSCs and CySCs at the niche [12,15,23,24]. Our previous studies showed that an H3K27me3-specific histone demethylase, dUTX, acts upstream of and negatively regulates the JAK-STAT signaling pathway through maintaining active *Socs36E* transcription [28]. Moreover, genes of the EGF signaling pathway might be directly regulated by the H3K27me3 methyltransferase Enhancer of Zeste [E(z)] in cyst cells to promote germ cell differentiation [29]. However, identification of more crosstalk between signaling pathways and chromatin factors in the CySC lineage has been hampered by the limited number of cyst cells for experimental methods, such as Chromatin immunoprecipitation (ChIP) and protein co-immunoprecipitation (Co-IP). Thus, regulation of CySC differentiation and the coordination of CySC differentiation with neighboring germ cells remain to be fully addressed.

The enhancer of Polycomb [E(Pc)] gene is known as a putative Polycomb group (PcG) gene which is conserved from yeast to mammals, suggesting its crucial roles in regulating chromatin structure across species. The yeast homolog of E(Pc) was identified as a component of the NuA4 (nucleosome acetyltransferase of H4) histone acetyltransferase (HAT) complex [30,31,32], which has been shown to contribute to the hyperacetylation state of both H4 and H2A to stimulate transcription [33,34,35,36,37]. Abnormal activity of the human E(Pc) homolog called EPC1 has been shown to cause T-cell leukemia/lymphoma [38]. However, the molecular and cellular mechanisms of *in vivo* functions of E(Pc) have been elusive.

Here we use the *Drosophila* adult testis as a model system to study functions of E(Pc) in endogenous adult stem cell lineages. We find that E(Pc) promotes cyst cell differentiation by downregulating CySC-enriched transcription factors Zfh-1 and Yan. Loss of such repression by E(Pc) in CySC lineage blocks both cyst and germ cell differentiation, which causes both CySC-like and early-stage germline tumors, including GSC-like tumor and spermatogonial tumor. In addition, when E(Pc) is specifically knocked down in CySC lineage, some germ cells ectopically turn on expression of cyst cell markers such as Zfh-1 and Yan. When ChIP followed by high-throughput sequencing (ChIP-seq) is performed specifically in cyst cells, many components of key signaling pathways are identified as direct targets of E(Pc), suggesting its central role in coordinating the crosstalk between CySC and GSC lineages. Finally, inactivation of Tip60 HAT activity in the CySC lineage leads to defects resembling loss-of-function phenotypes of E(Pc), suggesting that they act together *in vivo*. Thus, E(Pc) establishes proper chromatin state in cyst cells to provide an instructive microenvironment to guide germ cell differentiation and protect germline identity.

## Results

### E(Pc) downregulates CySC-enriched transcription factors Zfh-1 and Yan

To understand the *in vivo* functions of E(Pc) in the *Drosophila* adult testis, we first characterized the E(Pc) expression pattern. Using a GFP-tagged genomic rescue transgene (Materials and Methods), the nuclear E(Pc) gDNA-GFP signal was detected in both germ cells and cyst cells throughout the adult testis (S1A–S1A” and S1B–S1B” Fig). The nuclear localization of E(Pc) is consistent with the prediction that E(Pc) is a chromatin regulator [39].

Because E(Pc) is required for early development and the null allele is lethal at embryonic or early larval stage [40], we first studied the functions of E(Pc) in adult testes using the RNAi knockdown strategy [41]. When E(Pc) was knocked down in cyst cells using a cyst cell-specific Tj-Gal4 driver [42] paired with two independent RNAi lines [E(Pc) dsRNA or E(Pc) shRNA, when phenotypes from these two lines are indistinguishable we called them E(Pc) RNAi, see Materials and Methods], the GFP signal representing the E(Pc) gDNA-GFP fusion protein level was greatly reduced in cyst cells compared to the neighboring germ cells (S1C–S1C” Fig), suggesting efficient knockdown.

In the CySC lineage, two transcription factors are known to express in a spatiotemporally specific manner. The first is zinc-finger homeodomain protein 1 (Zfh-1), a transcription repressor with multiple zinc finger domains and a homeodomain. It is highly expressed in CySCs and early cyst cells, and it is required for CySC maintenance [10]. The second is Eyes absent (Eya), which is expressed in later stage cyst cells. It is required for cyst cell differentiation [43]. Immunostaining experiments showed very few cyst cells (6.9±2.5) with overlapping Zfh-1 and Eya signals in the control testis (N = 44) (Fig 1B–1B”, S2A Fig). On the other hand, the percentage of testes with cyst cells carrying both Zfh-1 and Eya immunostaining signals was significantly increased in both *Tj>E(Pc) dsRNA* (N = 32) and *Tj>E(Pc) shRNA* (N = 35) testes (S2A Fig), most likely the result of overpopulation of CySC-like Zfh-1-expressing cells (Fig 1C–1C”). It has been shown that Zfh-1 overexpression in CySC lineage leads to overpopulation of both CySCs and GSCs [10]. Based on microarray analysis [44] and RNA-seq data [45], a transcription repressor, anterior open, often termed as Yan, is highly expressed in stem cell-enriched samples. Yan is an ETS domain-containing transcriptional repressor antagonizing the EGF signaling pathway [46], and it inhibits cellular differentiation [47]. Immunostaining experiments showed enriched Yan protein in CySCs and possibly their immediate daughter cells in the control testes (N = 22) (Fig 1D). By way of contrast, the number of Yan-positive cells increased in 72% of *Tj>E(Pc) dsRNA* (N = 18) and 74% of *Tj>E(Pc) shRNA* (N = 35) testes, (Fig 1E). Furthermore, immunostaining against the pan cyst cell marker Traffic jam (Tj) [48] and the later stage cyst cell marker Eya [43] both showed significantly increased Tj-positive and Eya-positive cells in *Tj>E(Pc) shRNA* testes (N = 31) (S2B–S2D Fig). These data suggest two major phenotypes in the CySC lineage upon knocking down E(Pc): first, the normal spatiotemporally specific expression pattern of CySC-lineage markers was not preserved. Second, there were excess cyst cells including both CySC-like cells and later stage cyst cells.

In addition to knock down *E(Pc)* in the entire CySC lineage, the *hs-FLP; Actin-FRT-stop-FRT-Gal4*, *UAS-GFP; UAS- E(Pc) shRNA* fly strain (Materials and Methods) was used to induce *E(Pc)* knockdown in a subset of cells in CySC lineage. When GFP-positive cells (arrows in Fig 1F–1F” and 1G–1G”) were compared with neighboring GFP-negative wild-type cells (arrowheads in Fig 1F–1F” and 1G–1G”) in the same testis under the same experimental condition, ectopic expression of Zfh-1 (arrow in Fig 1F”, N = 13 cells) and Yan (arrow in Fig 1G”, N = 11 cells) was detected exclusively in GFP-positive cells, consistent with the entire CySC lineage knockdown phenotype.

Because all E(Pc) knockdown experiments primarily used *Tj-Gal4* driver, histone H3-GFP was used as a reporter in both *Tj-Gal4>UAS-H3-GFP* (N = 45) and *Tj-Gal4>UAS-H3-GFP*, *UAS-E(Pc) shRNA* (N = 44) testes (S2E–S2F”’ Fig). Although GFP-positive cells increased in *E(Pc)* knockdown testes (S2E and S2F Fig), consistent with the overall increase of Tj-positive cells (S2D Fig), GFP signal was detected exclusively in the CySC lineage with no overlap with Vasa-positive germ cells (S2E”’ and S2F”’ Fig), suggesting that the cell type specificity of the *Tj-Gal4* driver is unaffected.

### E(Pc) is required in cyst cells to promote germ cell differentiation and maintain germline identity

The CySC lineage has been thought to play a supportive role for germ cell differentiation by enclosing germ cells and providing instructive signals for germline differentiation and survival [49,50,51]. We found that knockdown of *E(Pc)* in cyst cells using Tj-Gal4 led to excess early-stage germ cells in 43% of *Tj>E(Pc) dsRNA* testes (N = 40). Further reduction of E(Pc) levels, using a loss-of-function mutant *E(Pc)*^*1*^ [52] as heterozygotes, significantly enhanced the excess early germ cell phenotype to 70% of *Tj>E(Pc) dsRNA* testes (N = 20). Early stage germ cells visualized by bright DAPI staining [10,17] were restricted to the apical tip region in the control testes (Fig 2A and 2A”), but became expanded in the *E(Pc)* knockdown testes (Fig 2B and 2B”). Another early-stage germ cell marker, Notch [16], showed a confined immunostaining signal in the control testes (Fig 2A’ and 2A”), but significantly increased signal in the *E(Pc)* knockdown testes (Fig 2B’ and 2B”). The expansion of Notch-positive cells with DAPI bright nuclei is often associated with germline defects in the mitosis-to-meiosis transition, as shown previously [10,16,17].

**Fig 2:**
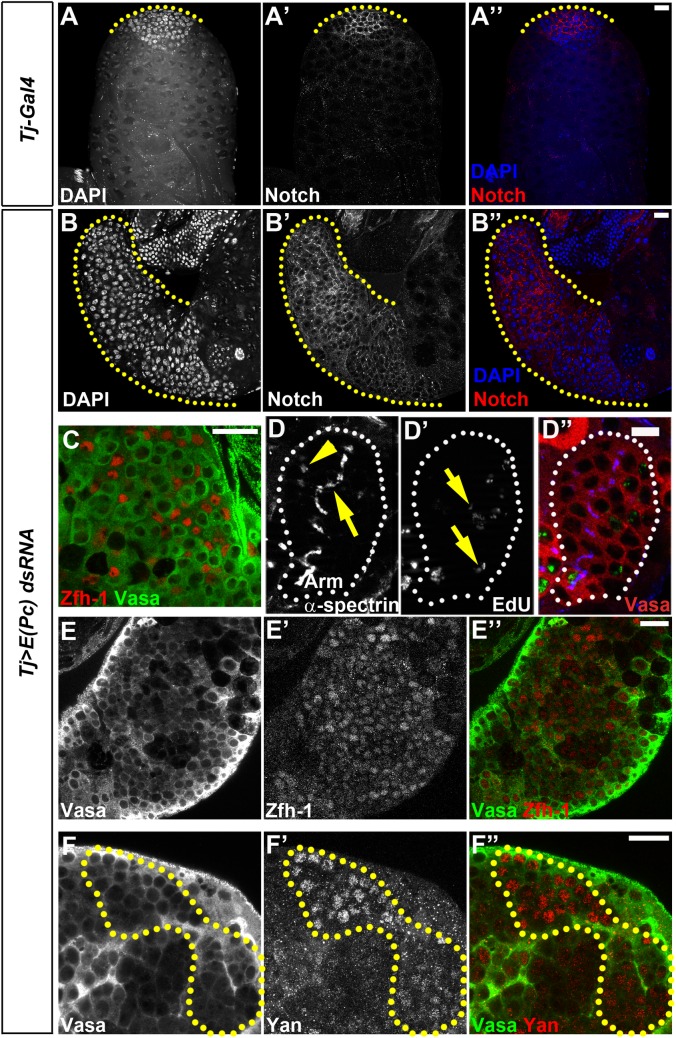
E(Pc) acts in cyst cells to promote germ cell differentiation and maintain germline identity. **(A-A”)** In *Tj-Gal4* control testes, DAPI bright region (yellow dashed line in **A**), and Notch positive cells (yellow dashed line in **A’**) represent GSCs and early-stage germ cells. **(B-B”)** Elongated DAPI bright region (yellow dashed line in **B**) and Notch-positive cell zone (yellow dashed line in **B’**) in *Tj>E(Pc) dsRNA* testes. (**C**) Immunostaining with germ cell marker Vasa (Green) and early cyst cell marker Zfh-1 in *Tj>E(Pc) dsRNA* testes: GSC- and GB-like germ cells intermingle with Zfh-1 positive cells. (**D-D”**) Immunostaining with antibodies against Armadillo and α–spectrin **(D)** in *Tj>E(Pc) dsRNA* testes show spermatogonial tumor cells interconnected with both round spectrosome (yellow arrowhead) and branched fusome (yellow arrow). EdU labeling in *Tj>E(Pc) dsRNA* testes (**D’**) show only a subset of overproliferating germ cells within one cyst are EdU-positive (yellow arrow). Scale bar: 10μm. (**E-F”**) In *Tj>E(Pc) dsRNA* testes, Vasa-positive germ cells (**E**, **F**, green in **E”** and **F”**) are also labeled with CySCs-enriched marker Zfh-1 (**E’**, red in **E”**) and Yan (**F’**, red in **F”**). Scale bar: 20μm. See also S2, S3, S4, S5, S6, S7 and S8 Figs.

We further analyzed the cellular properties of the excess germ cells in both *Tj>E(Pc) dsRNA* (Fig 2) and *Tj>E(Pc) shRNA* (S3 Fig) testes. In 12.5% of *Tj>E(Pc) dsRNA* testes (N = 40, Fig 2C) and 30% of *Tj>E(Pc) shRNA* testes (N = 37, S3A Fig), excess germ cells resembled GSC- or GB-tumor with round spectrosome structure intermingled with Zfh-1-positive CySC-like cells. In 30% of *Tj>E(Pc) dsRNA* testes (N = 40, white dotted outline in Fig 2D–2D”) and 40% of *Tj>E(Pc) shRNA* testes (N = 37, S3B and S3B’ Fig), excess germ cells were more like spermatogonial tumors with more than 16 Vasa-positive cells within one cyst, as visualized by anti-Armadillo staining delineating the encapsulating cyst cells (Fig 2D, S3B Fig). However, different from the continuous fusome structure in spermatogonial cysts in wild-type or control testes [53,54,55], germ cells within one cyst showed both dotted spectrosome (yellow arrowheads in Fig 2D, S3B and S3B’ Fig) and branched fusome (yellow arrows in Fig 2D, S3B and S3B’ Fig) structures, suggesting that these cells were not undergoing cell cycle in synchrony. This asynchrony was further confirmed when EdU (5-ethynyl-2′-deoxyuridine) incorporation assay was performed to label S-phase cells [56]. Only a subset of excess germ cells was labeled by EdU (arrows in Fig 2D’) in 54% of single cysts (N = 26) in *E(Pc)* knockdown testes.

Bag-of-marbles (Bam) is an important differentiation factor detectable in 4- to 16-cell spermatogonia in wild-type [57,58] and control testes (S4A and S4A’ Fig). In all testes with spermatogonial tumor (45% of *Tj>E(Pc) dsRNA* testes, N = 20; 57% of *Tj>E(Pc) shRNA* testes, N = 21), Bam expression was detected in excess germ cells (S4B–S4C’ Fig). It has been reported that in *bam* mutant testes, the transition from mitotic spermatogonia to meiotic spermatocyte is abolished, and the testes are enriched with synchronously dividing spermatogonial cells [57,58]. Here the presence of Bam (S4B–S4C’ Fig) and the absence of continuous fusome structure (Fig 2D, S3B and S3B’ Fig) suggest that these excess germ cells in *E(Pc)* somatic knockdown testes had different cellular properties compared to the *bam* mutant.

Even though these excess cells were all positively stained with the germ cell marker Vasa in both *Tj>E(Pc) dsRNA* testes (Fig 2C, 2E and 2E”) and *Tj>E(Pc) shRNA* testes (S3A, S3B’,S3C and S3C” Fig), the early-stage cyst marker Zfh-1 was also detectable in these cells in 12.8% of *Tj>E(Pc) dsRNA* testes (N = 86, Fig 2E’–2E”) and 10% of *Tj>E(Pc) shRNA* testes (N = 79, S3C’–S3C” Fig). To rule out the possibility that these Zfh-1 signals in Vasa-positive cells resulted from background staining of Zfh-1 antibody, *Tj>H2Av-mRFP* control testes (H2Av-mRFP used as a marker) and *Tj>E(Pc) shRNA* testes were co-immunostained and imaged using the same microscopic parameters. Vasa-positive and Zfh-1-positive cells were found in 11% of *Tj>E(Pc) shRNA* testes (N = 45), but not in any of the *Tj-Gal4/H2Av-mRFP* control testes (N = 26). Moreover, germ cells co-stained with Zfh-1 and Vasa were not found in other known germline tumors, such as GSC-like tumor in *nos>upd* testes [8,9] (N = 48, S5A–S5B” Fig) and spermatogonial tumor in *bam*^*1*^*/bam*^*114*^ testes [45,57,58,59] (N = 40, S5C–S5D” Fig). In addition, cells co-stained with Vasa and Yan, another early-stage cyst cell marker, were also found in 13% of *Tj>E(Pc) dsRNA* testes (N = 45, Fig 2F–2F”) and 12% of *Tj>E(Pc) shRNA* testes (N = 43, S3D–S3D” Fig). Our previous studies demonstrate that E(z), a key PcG protein, is required in cyst cells to prevent germ cells from expressing Zfh-1, suggesting a non-cell-autonomous role of E(z) in antagonizing somatic cell fate in the germline [29]. Interestingly, in the present study, compromising E(Pc) function showed phenotypes similar to those resulting from inactivation of E(z) in CySC lineage. Furthermore, when E(z) levels were reduced by either an *E(z)*^*731*^ null allele [29,60] or a deficiency chromosome that uncovers the *E(z)* genomic region at the *Tj>E(Pc) shRNA* background, a more severe excess early-stage germ cell phenotype was observed (S6A–S6D Fig). The similarity of loss-of-function phenotypes and the genetic interactions between *E(Pc)* and *E(z)* are consistent with the previous report that *E(Pc)* acts as an enhancer of PcG mutant [40].

Moreover, although the Tj-Gal4 driver knocks down E(Pc) in all somatic gonadal cells, including hub cells (Fig 1A), knockdown of *E(Pc)* using a hub cell-specific upd-Gal4 driver [61] did not lead to any detectable cellular defect (N = 28, S7 Fig). Notably, these negative data could result from the strength of the upd-Gal4 driver or protein perdurance in the post-mitotic hub cells, which would reduce the efficiency of knockdown effect. Taken together, our data suggest that E(Pc) is required in the CySC lineage to promote germ cell differentiation and antagonize somatic identity in the germline.

In addition to the knockdown strategy, we used the Mosaic Analysis with a Repressible Cell Marker, or MARCM, system [62] to generate *E(Pc)* mutant clones positively labeled by GFP. In control wild-type clones, Zfh-1 was undetectable in 74% (yellow arrows in S8A–S8A”’ Fig) and had diminished signal (yellow arrows in S8B–S8B”’ Fig) in 26% of Eya-positive cyst cells (N = 38). By contrast, Zfh-1 was detectable in all *E(Pc)* mutant cyst cells co-labeled with Eya (N = 49, yellow arrows in S8C–S8C”’ Fig), consistent with overlapping Zfh-1 and Eya expression in the *E(Pc)* knockdown cyst cells shown previously (Fig 1C” and 1F”). Moreover, in 12.5% of testes (N = 64) with *E(Pc)* mutant clones, extra DAPI bright cells were found to intermingle with Zfh-1-positive cells (S8D, S8D’, S8E and S8E’ Fig), resembling the excess early germ cell phenotype observed in *E(Pc)* knockdown testes (Fig 2, S3 Fig). The lower penetrance of the germ cell phenotype using the E(Pc) MARCM clone compared to *E(Pc)* knockdown in the entire CySC lineage likely results from the technical difficulty in ensuring that both cyst cells that encapsulate germ cells are *E(Pc)* mutants. Indeed, in 63% of testes (N = 102) with *E(Pc)* mutant clones, GFP-negative wild-type cyst cells were detectable.

### E(Pc) directly regulates multiple signaling pathway components and the CySC self-renewal factor Zfh-1

In order to fully understand the molecular mechanisms underlying E(Pc) function in cyst cells responsible for promoting cellular differentiation, a chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-seq) strategy was developed to profile the direct targets of E(Pc) specifically in the CySC lineage. In *Tj>E(Pc) shRNA* testes, a GFP-tagged E(Pc) cDNA transgene was expressed using the same Tj-Gal4 driver. Not only were the *E(Pc)* knockdown phenotypes (Figs 1 and 2, S3 Fig) fully rescued in *Tj>E(Pc) cDNA-GFP*, *E(Pc) shRNA* testes (N = 137), but the E(Pc) cDNA-GFP fusion protein was also exclusively detected in the CySC lineage (Fig 3A). Of note, even though the E(Pc) cDNA-GFP transgene signal was reduced in *Tj>E(Pc) shRNA* testes [S9 Fig, *Tj>E(Pc) cDNA-GFP*, *E(Pc) shRNA* (N = 50) vs. *Tj>E(Pc) cDNA-GFP* (N = 22)], suggesting knockdown effects, we reason that the residual E(Pc) cDNA-GFP is sufficient to rescue the *E(Pc)* knockdown phenotypes. Therefore, this genetic background provided a unique opportunity to immunoprecipitate E(Pc)-bound chromatin in the CySC lineage using a ChIP-grade GFP antibody [63].

**Fig 3:**
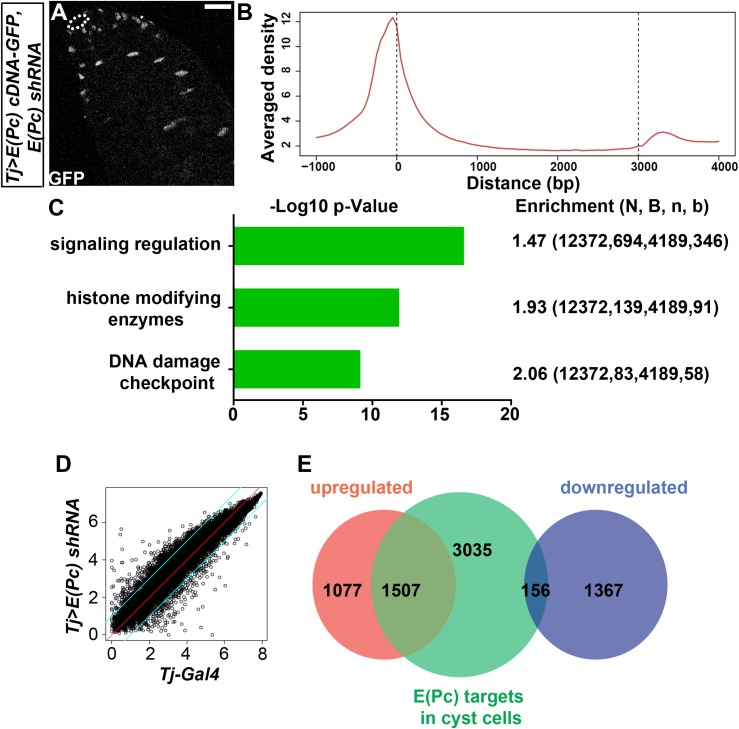
E(Pc) directly regulates multiple signaling pathway components and mainly represses gene expression in cyst cells. (**A**) In *Tj>E(Pc) cDNA-GFP*, *E(Pc) shRNA* testes, GFP is only detectable in CySC lineage. White dotted line: hub. Scale bar: 20μm. (**B**) ChIP-seq was performed with the GFP antibody using *Tj>E(Pc) cDNA-GFP*, *E(Pc) shRNA* testes. Two independent ChIP experiments were performed. Average E(Pc) enrichment signal profile of 4698 genes over a -1-kb to +4-kb region with respect to the transcription start sites (TSSs). (**C**) GO term enrichment test to identify significant categories with distinct biological functions among E(Pc)-binding genes. Enrichment (N, B, n, b): N- total number of genes, B- total number of genes associated with a specific GO term, n- number of all E(Pc) target genes, b- number of E (Pc) target genes with this specific GO term. The scores mean overall enrichment of genes within annotated GO term. -Log 10 P-value annotates the significance of genes enrichment within this specific GO term. (**D**) Scatter plots of gene expression comparison between *Tj-Gal4* control testes and *Tj>E(Pc) shRNA* testes. The two green lines outline differentially expressed genes with more than two-fold change. (**E**) Venn Diagram showing E(Pc) targets upregulated (overlap between red and green) and downregulated (overlap between blue and green) in *Tj>E(Pc) shRNA* testis. See also S9 Fig.

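With *Tj>E(Pc) shRNA* as the libraries are labelled, 2517 genes were called higher and 1272 lower among the 11163 genes tested. Of these calls, 981 higher and 315 lower genes also changed at least 2-fold. Both libraries labelled *Tj>E(Pc) shRNA* lay above both controls in 4337 genes (38.9%) and below both in 3777 genes (33.8%). For a single gene, chance gives 16.7% each way. Genes are not independent replicates, so the excess over this share is not a test of genotype. DESeq2, with its own size factors and test, called 1453 genes higher and 724 lower. Over all calls, 66.4% were higher. With scaling by library size alone this share was 73.8%, and with upper-quartile normalization it was 60.5%. Alternatives added after the data were seen gave lower shares. It was 57.9% with occupied positions converted to reads and 55.8% with a trend on library depth removed. With replicate 1 of a genotype paired with replicate 2 of the other, it was 51.4%. Replicate numbers are not known to pair libraries in either way. Among alternatives set before the data were examined, pairing same-numbered libraries gave 70.35%. An adjusted p under 0.01 gave 81.4%, and calls of at least 2-fold change gave 75.7%.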

We next analyzed our ChIP-seq data to identify the direct targets of E(Pc) in the CySC lineage. When all target genes were plotted over a -1-kb to +4-kb region with respect to the transcription start sites (TSSs), enrichment of E(Pc) could be detected within a 600-bp region upstream of TSSs (Fig 3B), which agrees with the prediction that E(Pc) is a chromatin factor regulating transcription of target genes. Using MACS2 with default setting and the P-value cutoff of 1e-5, we identified 4,698 E(Pc)-bound genes in cyst cells from adult testes. Using the GO term enrichment test [64,65] to further analyze the direct target genes of E(Pc), we found that signaling pathway components, genes responsible for DNA damage checkpoint, and genes encoding histone modifying enzymes represent the top three categories of E(Pc) target genes (Fig 3C). In the signaling pathway category, genes associated with epidermal growth factor (Egf), JAK-STAT, Wnt and Notch signaling pathways are all significantly enriched (P<0.001).

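Whole adult testes were profiled by RNA-seq in 4 libraries, 2 of *Tj-Gal4* control males and 2 of males with the *Tj-Gal4* driver and the *UAS-E(Pc) shRNA* transgene. Each library was made from 1 pair of testes and read as single-end reads of 50 nt. The authors aligned the reads to the dm3 genome, kept reads with a single alignment site, assigned them to the merged exons of each gene, and deposited the count of each gene without normalization. Totals over all genes of this table were 3307767 and 4273908 counts in *Tj-Gal4* replicates 1 and 2, and 6251181 and 3691459 counts in *Tj>E(Pc) shRNA* replicates 1 and 2. The deepest library held 1.89 times the counts of the shallowest.

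Here the counts were scaled by edgeR's TMM method and the genotypes were compared with edgeR's quasi-likelihood test over the 11163 genes that passed edgeR's default filter on low counts, with Benjamini-Hochberg adjustment. A gene is called higher or lower where its adjusted p is under 0.05. A set of 200 genes with known changes was also simulated at these library sizes, and the test called 185 of them and 11 of the unchanged genes among 11123 genes tested. Where the simulated counts were capped at 1 per position, it called 120 of 200. All simulated changes were at least 2-fold and none was in a gene of low counts, so recovery of smaller changes was not tested.

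The targeted gene was read to check the labels, but it cannot decide them. The *Tj-Gal4* driver acts in somatic cells and the paper finds E(Pc) in germ cells too, so mRNA of whole testes need not show a knockdown. *E(Pc)* (FBgn0000581, chromosome 2R) held 854 and 1187 counts in the *Tj-Gal4* libraries and 2685 and 1235 counts in the libraries labelled *Tj>E(Pc) shRNA*. As TMM-scaled CPM (edgeR), these were 275.0 ± 1.64 (SD, n = 2) and 372.0 ± 47.6 (SD, n = 2), a log2 fold change of 0.44 (standard error 0.18, adjusted p = 0.083 from edgeR's quasi-likelihood test). *E(Pc)* mRNA was therefore not lower in the libraries labelled *Tj>E(Pc) shRNA*, and both of them lay above both controls. Without *Tj>E(Pc) shRNA* replicate 1 the log2 fold change was 0.30. The largest value with all 4 libraries, 0.51, came from scaling by library size alone, where the adjusted p from the same test was 0.0221, within a range of 0.0221 to 0.686 over the alternatives set before the data were examined. Every direction reported for these libraries rests on their labels.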

We also performed RNA-seq to compare transcriptomes between *Tj>E(Pc) shRNA* testes and *Tj-Gal4* control testes (Fig 3D). We then interrogated the E(Pc) target genes retrieved from the ChIP-seq dataset with the RNA-seq dataset (S1–S3 Tables). 

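S1 Table lists 1507 names, which matched 1415 genes of the count table, and 1410 of these passed the filter on low counts. All 1410 were higher in the libraries labelled *Tj>E(Pc) shRNA*, with a median log2 fold change of 0.85 and quartiles of 0.63 and 1.09. The quasi-likelihood test called 1373 of them higher among all genes tested, and 1410 adjusted over the list alone. Of the 156 names of S2 Table, 152 matched a gene and 150 were tested. All 150 were lower, with a median log2 fold change of -0.52; 124 were called lower among all genes tested, and 147 adjusted over the list alone. The study chose both lists on these libraries, so the shared directions and the counts adjusted over a list alone restate that choice and are not independent evidence.

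S1 Table held 54.5% of all genes called higher here, and S2 Table 9.75% of all genes called lower. A requirement of a 2-fold change moved these counts most, to 478 genes of S1 Table and 19 of S2 Table.

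The direction of a call depended on how densely a gene was covered. Among the 1291 genes with more than 0.5 counts per base, 234 were called lower and 0 higher, and 0 were higher at an unadjusted p under 0.05. With a trend on library depth removed, an alternative added after the data were seen, 488 of them were called lower and 11 higher. No S1 Table gene passed 0.404 counts per base, whereas 23 genes of S2 Table lay above 0.5. From the larger number of bound genes that rose, the paper proposes that E(Pc) normally suppresses transcription.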

Most of the overlapping genes were upregulated in *Tj>E(Pc) shRNA* testes (1,507 genes) compared with *Tj-Gal4* testes (Fig 3E), suggesting that the normal function of E(Pc) is to suppress transcription. Noticeably, ChIP-seq experiments were performed specifically in cyst cells. At the same time, however, it is extremely challenging from a technical point of view to isolate cyst cells to perform cell type-specific RNA-seq analysis as a result of the tight association between cyst cells and germ cells. 

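Lists of marker genes chosen before the data were examined were tested in these libraries with camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 13 lists. The early germline list (8 genes tested, among them *bam*, *zpg*, *aub* and *ovo*) had a median log2 fold change of 1.13, with 6 of 8 genes higher and 5 called higher (adjusted p = 0.031 from camera). Medians of 10000 random lists of similar counts per base, a comparison chosen after the data were seen, lay between -0.35 and 0.58. The spermatocyte transcription program had a median of 0.17, with 10 of 11 genes higher (adjusted p = 0.178 from camera).

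Post-meiotic lists were lower. All 17 genes of the spermatid differentiation list were lower, with a median of -0.44 (adjusted p = 0.00559 from camera), and all 13 comet and cup genes were lower, with a median of -0.42 (adjusted p = 0.00504 from camera). These lists cover genes at a median of 0.734 and 0.62 counts per base, and random lists of such genes had medians of -0.45 to -0.39 and of -0.47 to -0.33, so neither list stood apart from genes of similar counts per base. Without *Tj>E(Pc) shRNA* replicate 1 the spermatid median was -0.11.

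The cyst lineage list had a median of 0.11 (5 of 8 genes higher, adjusted p = 0.903 from camera), and the hub list of 3 genes had a median of -0.45 (adjusted p = 0.141 from camera). JAK-STAT pathway genes had a median of 0.09 (4 of 7 higher, adjusted p = 0.953 from camera). EGF pathway genes had a median of 0.37 (10 of 13 higher, adjusted p = 0.0469 from camera), within the range of -0.28 to 0.68 of random lists of similar counts per base, and Tip60 complex genes had a median of 0.65 (9 of 12 higher, adjusted p = 0.0239 from camera). Lists of other tissues had medians of -0.09 for the muscle sheath (11 genes), -0.15 for the accessory gland (2 genes), -0.49 for the ejaculatory bulb and duct (2 genes) and -0.20 for the fat body (4 genes), with adjusted p from camera between 0.308 and 0.825. Single genes of these lists were called in both directions. *Ebp* (-1.675) and *Act57B* (-0.53) were lower, and *EbpIII* (0.70) and *Lsp2* (0.98) were higher. Under fry, the early germline and Tip60 complex lists were called and the other lists were not; with an estimated inter-gene correlation, camera called no list, and its lowest adjusted p was 0.598.

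**Figure D1:**
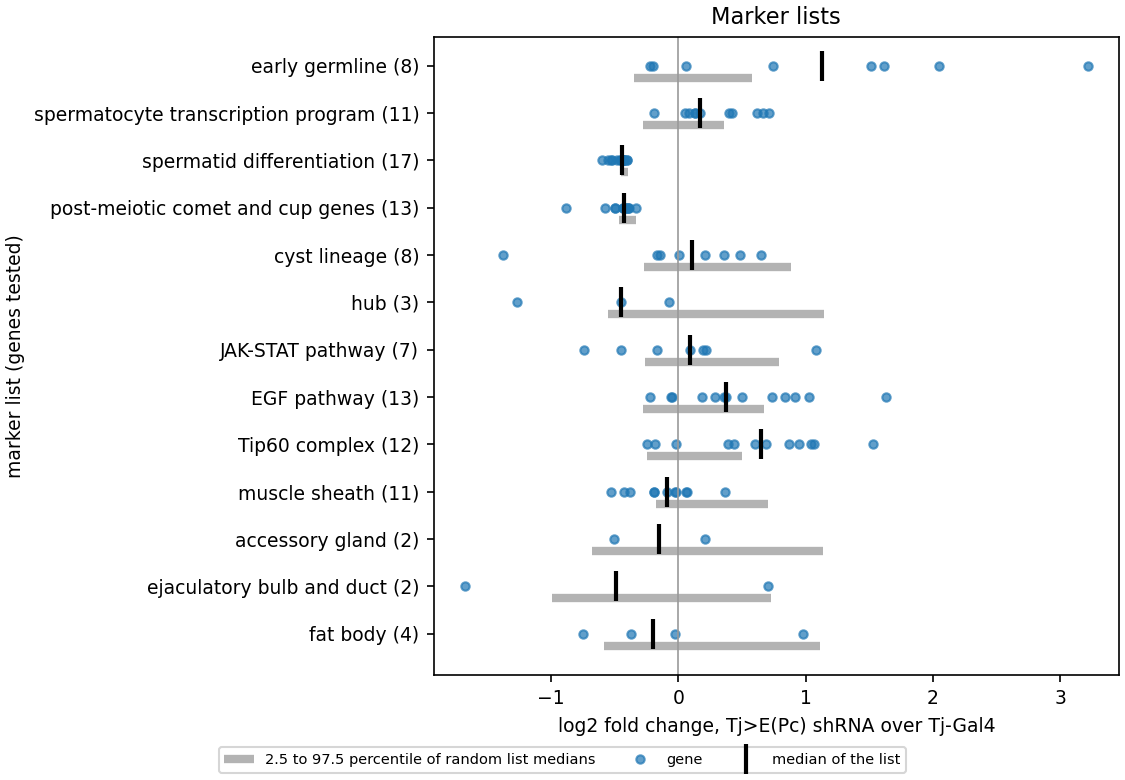
Log2 fold change of each gene of the marker lists (points), in the libraries labelled *Tj>E(Pc) shRNA* over *Tj-Gal4*. Black bars are list medians and grey bars show the range of medians of 10000 random lists of similar counts per base. The early germline median of 1.13 and the Tip60 complex median of 0.65 lie above their grey bars.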

Our RNA-seq experiments were therefore performed using the whole testes which reflected transcriptome changes in both germ cells and cyst cells. Notwithstanding, because we could not pinpoint the cyst cell-specific genes that are bound by E(Pc) and have transcriptional change upon knockdown of *E(Pc)*, we focused on a few known genes expressed in cyst cells for further analyses.

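Among 8 genes listed for the cyst lineage and 3 for the hub, 1 was called higher and 3 lower in the libraries labelled *Tj>E(Pc) shRNA*. *tj*, whose driver directed the shRNA, had 7.88 ± 0.708 CPM (SD, n = 2) in *Tj-Gal4* and 9.03 ± 1.54 CPM (SD, n = 2) in these libraries, a difference within the spread of the replicates. The transcription factor gene *so* fell from 56.9 ± 12.9 to 20.9 ± 12.1 CPM (SD, n = 2 each; log2 fold change -1.38, standard error 0.31, adjusted p = 0.00751 from edgeR's quasi-likelihood test), and its log2 fold change ran from -2.21 to -0.96 with each library left out in turn. The hub gene *hh* fell from 75.2 ± 3.87 to 30.9 ± 4.98 CPM (SD, n = 2 each; log2 fold change -1.27, standard error 0.15, adjusted p = 3.96e-04 from the same edgeR test). The hub ligand gene *upd1* fell from 86.5 ± 4.39 to 62.9 ± 8.42 CPM (SD, n = 2 each; log2 fold change -0.45, standard error 0.14, adjusted p = 0.0339 from the same edgeR test), a call that was lost under library size scaling, the replicate block and DESeq2. For *chinmo*, the log2 fold change of 0.49 (standard error 0.18) had an adjusted p of 0.0601 from the same edgeR test.

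**Figure D2:**
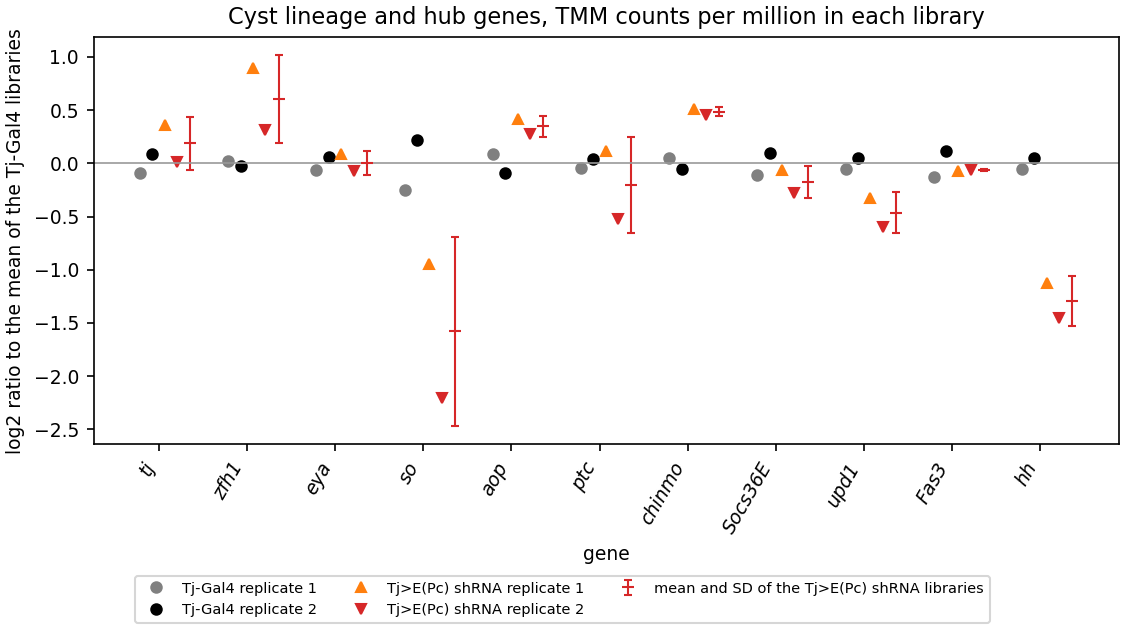
Log2 ratio of TMM-scaled CPM of the cyst lineage and hub genes in each library to the mean of the *Tj-Gal4* libraries, with the mean and SD of the 2 libraries labelled *Tj>E(Pc) shRNA* beside them. *hh* and *so* lie lowest, and the *zfh1* values of these 2 libraries lie apart from each other.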

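*zfh1* (FBgn0004606, chromosome 3R) held 142 and 190 counts in *Tj-Gal4* replicates 1 and 2, and 552 and 203 counts in *Tj>E(Pc) shRNA* replicates 1 and 2 as labelled. This is 44.9 ± 0.94 CPM in the controls and 69.5 ± 19.6 CPM in the labelled knockdown (SD, n = 2 each), a log2 fold change of 0.65 (standard error 0.19, adjusted p = 0.0238 from edgeR's quasi-likelihood test). In the authors' cRPKM values, the means were 6.77 ± 0.152 and 10.5 ± 2.98 (SD, n = 2 each), a ratio of 1.55. Both labelled knockdown libraries lay above both controls (exact two-sided permutation test on log2(cRPKM + 1), p = 0.333, the smallest p that 2 libraries against 2 allow). The size of the rise rests on *Tj>E(Pc) shRNA* replicate 1. Without it the log2 fold change was 0.31 and the ratio 1.24, and without replicate 2 they were 0.89 and 1.86. The call was lost with DESeq2 (log2 fold change 0.58, adjusted p = 0.101) and with limma on log2(cRPKM + 1) (log2 fold change 0.54, adjusted p = 0.111); over the alternatives set before the data were examined, the adjusted p ranged from 0.00202 to 0.111.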

The *zfh-1* gene was among the 1,507 upregulated genes (1.64-fold upregulation, P< 0.01, Fig 4A). This is consistent with the excess of Zfh-1-positive cells, as detected by immunostaining in *Tj>E(Pc) RNAi* testes (Fig 1C and 1F”). Enrichment of E(Pc) was found at the endogenous *zfh-1* gene locus (Fig 4B), suggesting that E(Pc) directly binds to and downregulates *zfh-1* expression in cyst cells. By way of contrast, no change in *eya* mRNA level was detected (Fig 4A), in agreement with the immunostaining results showing no change of Eya protein level in *Tj>E(Pc) RNAi* testes (Fig 1C’ and 1F’). 

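*eya* (FBgn0000320, chromosome 2L) held 270 and 407 counts in the *Tj-Gal4* libraries and 636 and 314 counts in the libraries labelled *Tj>E(Pc) shRNA*. Its mean was 90.7 ± 5.74 CPM in the former and 91.1 ± 7.11 CPM in the latter (SD, n = 2 each). The log2 fold change was 0.01 (standard error 0.13, adjusted p = 0.966 from edgeR's quasi-likelihood test). Its cRPKM means were 23.0 ± 1.45 and 23.1 ± 1.66 (SD, n = 2 each), a ratio of 1.00 (exact two-sided permutation test on log2(cRPKM + 1), p = 1). The sign of this change turned negative where the gene length trend was removed (-0.14) and with DESeq2 (-0.05); neither change was called.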

Congruent results showed that no E(Pc) enrichment was detected at the endogenous *eya* gene locus (Fig 4C). It may be recalled that Yan, the other early-stage cyst cell marker, showed ectopic expression in *Tj>E(Pc) RNAi* testes (Fig 1D and 1E). Here, E(Pc) binding at the endogenous *yan* locus (Fig 4D) did not pass the cutoff using a peak calling algorithm [66]. To further analyze the potentially weak binding of E(Pc) at the *yan* genomic locus (Fig 4D), ChIPed DNA was analyzed using quantitative PCR (qPCR) with a series of primer sets (Fig 4E) spanning over a 1.8-kb genomic region around the TSS region of the *yan* gene. Compared to the more upstream and downstream sequences, enrichment of E(Pc) could be detected near TSS (Fig 4E). Thus, it is possible that *yan* is a weaker E(Pc) target gene compared to *zfh-1*. This speculation is supported by the slight increase of *yan* detected in *Tj>E(Pc) shRNA* testes (1.28-fold upregulation, P = 0.08, Fig 4A).

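*yan* is listed in the count table as *aop* (FBgn0000097, chromosome 2L), with 130 and 159 counts in *Tj-Gal4* and 348 and 174 counts in the libraries labelled *Tj>E(Pc) shRNA*. Scaled counts were 39.4 ± 3.32 CPM and 50.1 ± 3.47 CPM (SD, n = 2 each). The log2 fold change of 0.36 (standard error 0.15) was not called (adjusted p = 0.0796 from edgeR's quasi-likelihood test), and it was positive with each library left out in turn, between 0.28 and 0.42. Its cRPKM means were 7.11 ± 0.621 and 9.07 ± 0.579 (SD, n = 2 each), a ratio of 1.28. With the gene length trend removed the log2 fold change was 0.17. S1 Table does not list *yan*.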

**Fig 4:**
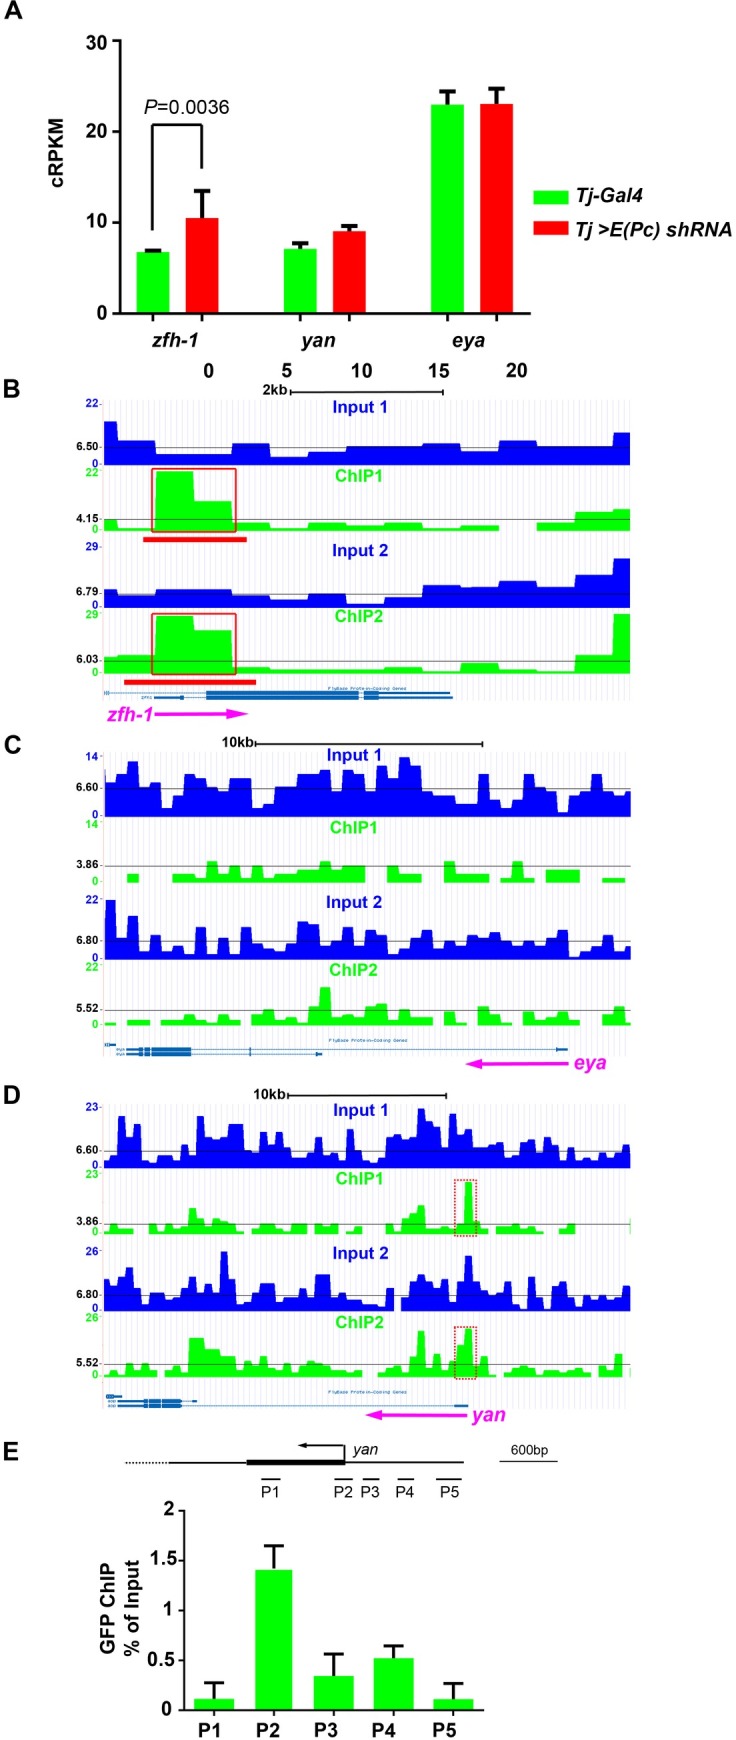
E(Pc) directly regulates the CySC self-renewal factor Zfh-1. (**A**) Expression levels of *zfh-1*, *yan* and *eya* in *Tj-Gal4* control testis and *Tj>E(Pc) shRNA* testis. cRPKM: corrected RPKM (see EXPERIMENTAL PROCEDURES). Error bars, s.d. for N = 2 biological replicates. *P* value: two-tailed t test. (**B**) A genome browser snapshot of the *zfh-1* gene region. Compared with the input control, anti-GFP immunoprecipitated chromatin from cyst cells show enrichment around *zfh-1* promoter region, indicated by red lines below read density map and red box. The black line indicates average read density of chromosome 3R. **(C)** A genome browser snapshot of the *eya* gene region. No enrichment around promoter region is observed. The black line indicates average read density of chromosome 2L. **(D)** A genome browser snapshot of the *yan* (also known as *aop)* gene region. Local enrichment (labeled by red box with dashed line) could be detected around promoter region, although the enrichment did not pass the threshold using peak MACS2 calling algorithm. The black line indicates average read density of chromosome 2L. (**E**) Anti-GFP ChIPed DNA using *Tj>E(Pc) cDNA-GFP*, *E(Pc) shRNA* testes was analyzed by qPCR. Enrichment of E(Pc) at *yan* loci was presented as percentage of input. Error bars, s.d. for N = 2 biological replicates. See also S10 Fig.

If E(Pc) acts as a transcriptional repressor to downregulate *zfh-1* expression, we then reasoned that overexpression of E(Pc) could lead to decreased Zfh-1 levels. Because Zfh-1 is required for CySC self-renewal and GSC maintenance [11], reduction of Zfh-1 might result in loss of both CySCs and GSCs. Indeed, when E(Pc) was overexpressed in the CySC lineage using *Tj>E(Pc) cDNA*, Zfh-1-positive CySCs and early cyst cells were significantly reduced (S10A–S10C Fig). A reduced number of Zfh-1 cells may lead, in turn, to reduction of the cells in the CySC lineage, as shown by decreased Tj-positive cells (S10E–S10G Fig). GSCs also showed a significant decrease (S10A, S10B and S10D Fig), corroborating a previous study reporting that Zfh-1 regulates GSC self-renewal non-cell-autonomously [10]. Collectively, our results showed that E(Pc) is both necessary and sufficient to repress *zfh-1* expression in the CySC lineage.

### E(Pc) acts in synergy with the EGF signaling pathway

Signaling pathway genes comprise the top ontological category of E(Pc) targets (Fig 3C), suggesting their important roles in coordinating crosstalk between somatic and germline lineages. A previous RNAi screen using *Drosophila* S2R+ cells has identified E(Pc) as a positive regulator of the receptor tyrosine kinase and ERK signaling pathway [67]. Our data showed that *yan* is a potential target of E(Pc) (Fig 4D and 4E), which is normally repressed by E(Pc) (Fig 1E and 1G”). Because Yan functions as an antagonist of EGF signaling [46,47], E(Pc) could be a positive regulator of EGF signaling in the CySC lineage. We next studied the potential synergistic activities between E(Pc) and the EGF signaling pathway.

The EGF signaling pathway has previously been shown to control the encapsulation of germ cells by cyst cells and then regulate their proper differentiation [16,17,18,19,20,22,68,69]. Consistent with their synergistic activities, knockdown of *E(Pc)* in cyst cells resulted in phenotypes resembling those caused by loss-of-function of EGF signaling pathway components. For example, when EGF signaling is compromised, it has been reported that germ cells have differentiation defects [16,17,18,23,24] and divide asynchronously [22], similar to those germline phenotypes in the *Tj>E(Pc) RNAi* testes (Fig 2D–2D”, S3B and S3B’ Fig). In addition, using the Vein-LacZ reporter as a readout of EGF signaling activity [16,24,70,71,72], expression of this reporter was absent in early-stage Zfh-1-positive cyst cells (yellow arrowhead in Fig 5A–5A”), but expression was robust in differentiated cyst cells (yellow arrows in Fig 5A–5A”), suggesting increased EGF signaling activity during normal cyst cell differentiation, as reported previously [22]. However, in *Tj>E(Pc) shRNA* testes, Vein-LacZ expression was almost undetectable in later stage cyst cells (yellow arrows in Fig 5B–5B”), suggesting compromised EGF signaling activity by *E(Pc)* knockdown. Quantification of the intensity of Vein-LacZ signal in later stage cyst cells (yellow arrows in Fig 5A–5A”, 5B-B”) showed significant difference between *Tj-Gal4* and *Tj>E(Pc) shRNA* testes (Fig 5C, Materials and Methods). Moreover, consistent with the synergistic activities between E(Pc) and the EGF signaling, halving the level of EGFR using a *Egfr*^*f2*^ null allele as heterozygotes enhanced the germline phenotype in *Tj>E(Pc) dsRNA* testes (Fig 5D). On the other hand, a constitutively active form of Yan (Yan^CA^), when expressed in cyst cells using the Tj-Gal4 driver, resulted in phenotypes similar to those observed in *Tj>E(Pc) RNAi* testes (Figs 1C, 2C and 2D, S3A, S3B and S3B’ Fig). First, Zfh-1-positive cells were overpopulated (Fig 5E’) in all *Tj>Yan*^*CA*^ testes (N = 21). Second, excess germ cells were detected as GSC- or GB-like tumors (yellow outline, Fig 5E–5E”) in all *Tj>Yan*^*CA*^ testes (N = 21) and spermatogonial tumors (white outline, Fig 5E–5E”) in 90% of *Tj>Yan*^*CA*^ testes (N = 21). Third, a null allele *yan*^*IP*^ [73] acted as a strong suppressor of the germline differentiation defects in *Tj>E(Pc) shRNA* testes (Fig 5F), supporting the hypothesis that part of the *E(Pc)* knockdown phenotype results from upregulated expression of Yan.

**Fig 5:**
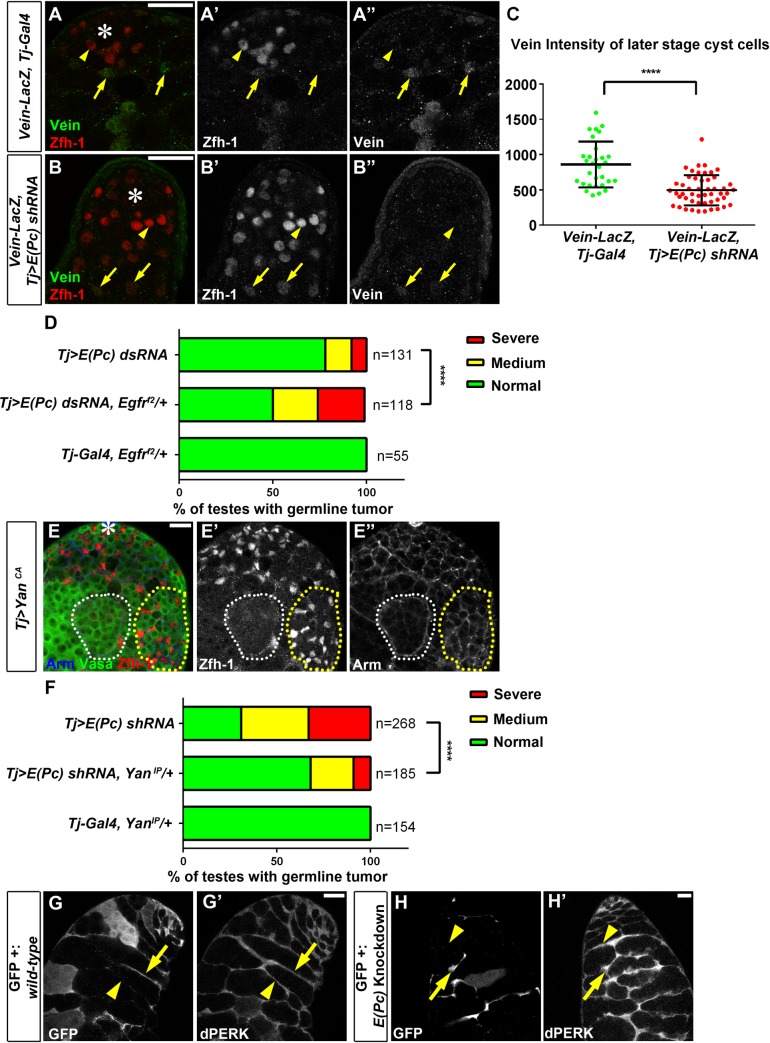
E(Pc) acts in synergy with EGF signaling pathway to promote cellular differentiation in both CySC and GSC lineages. (**A-A”**) In *Vein-LacZ*, *Tj-Gal4* control testes, Vein is not expressed in Zfh-1 positive CySCs (yellow arrowhead), but becomes detectable in differentiated cyst cells (yellow arrows). (**B-B”**) In *Vein-LacZ*, *Tj> E(Pc) shRNA* testes, Vein is not expressed in CySCs (yellow arrowhead), almost undetectable in later stage cells (yellow arrows) several cell diameter away from hub (Asterisk). (**C**) Quantification of Vein expression in later stage cyst cells (labeled by yellow arrows in **A”** and **B”**). ****P<0.0001. Two-tailed t test. (**D**) Quantification of percentage of testes with expanded DAPI bright region (severe, medium and normal, refer to S6A–S6C Fig) in *Tj>E(Pc) dsRNA*, *Tj>E(Pc) dsRNA*, *Egfr*^*f2*^*/+* and *Tj-Gal4*, *Egfr*^*f2*^*/+* testes 3 days after shifting to 29°C. Removing one copy of *Egfr* using loss-of-function *Egfr*^*f2*^ allele enhanced the phenotype. ****P<0.0001, chi-square test. (**E-E”**) Ectopic expression of consistent active (CA) Yan in cyst cells caused overpopulation of Zfh-1 cells (red in **E**, **E’**) accompanying GSC- and GB-like tumor (yellow dashed line) and spermatogonial tumor (white dashed line) within spermatogonial cyst shown by anti-Armadillo immunostaining (**E”**). (**F**) Quantification of percentage of testes with expanded DAPI bright region in *Tj>E(Pc) shRNA*, *Tj>E(Pc) shRNA*, *Yan*^*IP*^*/+* and *Tj-Gal4*, *Yan*^*IP*^*/+* testes 5 days after shifting to 29°C, using the same criterion as in (**D**). Removing one copy of *yan* using a null allele *yan*^*IP*^ suppressed the phenotype. ****P<0.0001, chi-square test. **(G-G’)** Level and localization of phosphorylated ERK (dpERK) in GFP-positive (yellow arrow) and GFP-negative wild-type cells (yellow arrowhead). **(H-H’)** Level and localization of dpERK had no detectable difference between *E(Pc)* knockdown cyst cells (GFP-positive, yellow arrow) and control cyst cells with normal E(Pc) (GFP- negative, yellow arrowhead). Asterisk: hub. Scale bar: 20μm.

Activated EGF signaling has been shown to induce the entry of phosphorylated active MAP kinase (dpERK) to the nucleus in order to regulate the transcription of target genes [16,68,74]. Therefore, to further understand how E(Pc) regulates EGF signaling, we characterized the expression level and localization of dpERK in *E(Pc)* knockdown cyst cells. We induced *E(Pc)* knockdown and GFP-positive cells using the strategy discussed above (Fig 1F–1G”, Materials and Methods). As a control, GFP-positive wild-type cells were also induced using the same method. In neither case was the level, or subcellular localization, of dpERK distinguishable between GFP^+^ and GFP^-^ cyst cells (Fig 5G and 5G’ and Fig 5H and 5H’), suggesting that E(Pc) may act in parallel with, or downstream of, dpERK to regulate the chromatin state of target genes responsive to the EGF signaling.

### E(Pc) represses JAK-STAT signaling in the CySC lineage

The JAK-STAT signaling pathway has been shown to play prominent roles in regulating self-renewal of both CySCs and GSCs [8,9,10,11,12,15,23,24,75,76,77,78,79]. The Upd ligand is secreted locally from the hub cells and acts through the Domeless receptor to activate the Janus kinase Hopscotch and phosphorylate the STAT92E transcription factor, which is subsequently translocated to the nucleus to activate target gene transcription [80,81]. Our ChIP-seq data identified significant enrichment of E(Pc) at the genomic loci of multiple JAK-STAT pathway genes, including *domeless*, *hopscotch* and *stat92E* (Fig 6A), suggesting that E(Pc) might directly regulate the activity of the JAK-STAT signaling pathway.

**Fig 6:**
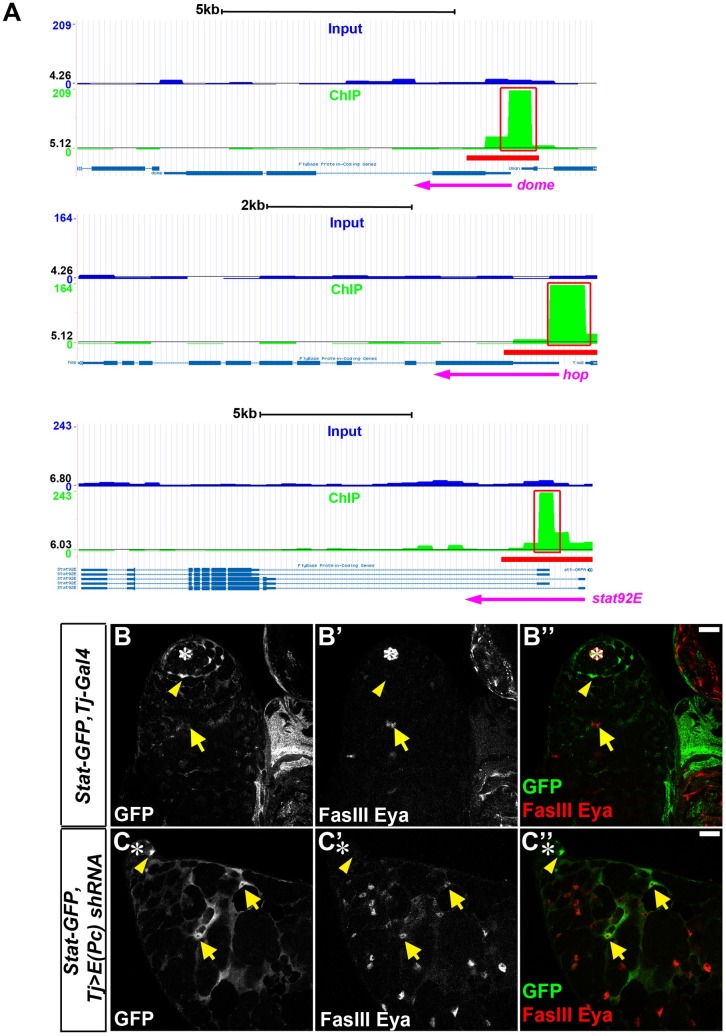
E(Pc) represses JAK-STAT signaling in the CySC lineage. (**A**) Genome browser snapshots of E(Pc) enrichment at *domeless (dome)*, *hopscotch (hop)*, *stat92E* gene loci. One replicate of ChIP experiment is shown here and the other replicate shows similar pattern. Peak calling is labeled by red lines below read density map and also red box. The black line indicates average read density of relative chromosome. (**B-B”**) In *Stat-GFP*, *Tj-Gal4* control testes, GFP signal is enriched in CySCs which are one cell diameter away from hub (asterisk). GFP positive cells (yellow arrowhead) are separable from Eya-positive later stage cyst cells (yellow arrow). (**C-C”**) In *Stat-GFP*, *Tj>E(Pc) shRNA* testes, GFP-positive cells expand from apical CySCs (yellow arrowhead) to Eya-positive cells (yellow arrows). Asterisk: hub. Scale bar: 20μm.

We then used a 2X STAT-GFP reporter [28,82,83,84], having two copies of the STAT92E DNA binding sites from a known JAK-STAT target *Socs36E* upstream of the GFP sequences, as a readout of JAK-STAT signaling activity in cyst cells. In the control testes (N = 27), the GFP signal was only detectable in CySCs localized to a diameter of one cell away from the hub region (arrowheads in Fig 6B–6B”), but not in differentiated cyst cells labeled with Eya (arrows in Fig 6B–6B”). By contrast, in 77% of *Tj>E(Pc) shRNA* testes (N = 52), Eya-positive cells showed a robust GFP signal (arrows in Fig 6C–6C”), indicating active JAK-STAT signaling in these later stage cyst cells. Ectopic JAK-STAT activity in the cyst cells with compromised E(Pc) supports the hypothesis that E(Pc) represses JAK-STAT signaling. As shown previously, *zfh-1*, another JAK-STAT signaling target gene [10], also showed ectopic expression in later stage cyst cells in *Tj>E(Pc) RNAi* testes (Fig 1C and 1F”). In summary, these data support the idea that E(Pc) directly represses JAK-STAT signaling activity in the CySC lineage.

### E(Pc) acts in synergy with the Tip60 HAT enzyme in the CySC lineage

*Drosophila* E(Pc) was identified as a component of the Tip60 HAT complex in S2 cells [85]. Biochemical experiments demonstrate that Tip60 acetylates H4 and H2A and that such activity is conserved from yeast [31] to human [86].

In order to examine how Tip60 and E(Pc) cooperate in the CySC lineage, we first examined loss-of-function phenotypes of *Tip60* using two strategies: a *Tip60* RNAi transgene [87] (*Tj>Tip60 RNAi*) and a *Tip60* dominant negative form (*Tj>Tip60*^*E431Q*^) [88], both driven by the same Tj-Gal4 as that used in *E(Pc)* knockdown experiments (Figs 1 and 2). We found that both strategies led to defects similar to the phenotypes characterized in *Tj>E(Pc) RNAi* testes. First, excess Zfh-1-expressing cells could be detected in 74% of *Tj>Tip60 RNAi* (N = 70, Fig 7A’) and 77% of *Tj>Tip60*^*E431Q*^ (N = 52, Fig 7B’) testes, leading to the co-expression of Zfh-1 and Eya in the cyst cells of both *Tj>Tip60 RNAi* (yellow arrows, Fig 7A’–7A”’) and *Tj>Tip60*^*E431Q*^ (yellow arrows, Fig 7B’–7B”‘) testes. Second, in 46% of *Tj>Tip60 RNAi* (N = 70, Fig 7A) and 50% of *Tj>Tip60*^*E431Q*^ (N = 52, Fig 7B) testes, expansion of germ cells with DAPI bright nuclei was detected. Further characterization of the excess germ cells showed early-stage germline tumor (Fig 7C) in 8% and spermatogonial tumor (white dotted outline, Fig 7D) in 28% of *Tj>Tip60 RNAi* testes (N = 60), respectively. Similar early-stage germline tumor (Fig 7E) and spermatogonial tumor (white dotted outline, Fig 7F) were also found in 8% and 47% of *Tj>Tip60*^*E431Q*^ testes (N = 38), respectively. Third, cells with both germline marker Vasa and early cyst cell marker Zfh-1 could be detected in 18% of *Tj>Tip60 RNAi* (N = 60, Fig 7G–7G”) and 19% of *Tj>Tip60*^*E431Q*^ (N = 21, Fig 7I and 7I’) testes, respectively. Cells co-expressing Vasa and Yan, another early-stage cyst cell marker, were also observed in 10% of *Tj>Tip60 RNAi* (N = 60, Fig 7H–7H”) and 29% of *Tj>Tip60*^*E431Q*^ (N = 38, Fig 7J–7J”) testes, respectively. Because the mutation in the *Tip60*^*E431Q*^ transgene abolishes the HAT activity of Tip60 [89,90], similar phenotypes between *Tj>Tip60 RNAi* and *Tj>Tip60*^*E431Q*^ testes demonstrate that the function of Tip60 in the CySC lineage relies on its HAT enzymatic activity. In summary, both cyst cell and germline defects in either *Tj>Tip60 RNAi* or *Tj>Tip60*^*E431Q*^ testes were similar to those found in *Tj>E(Pc) RNAi* testes (Fig 1B–1E and Fig 2 and S3 Fig), suggesting that E(Pc) and Tip60 act together to regulate cyst cell differentiation cell-autonomously, as well as coordinate germ cell differentiation and maintain germline fate non-cell-autonomously.

**Fig 7:**
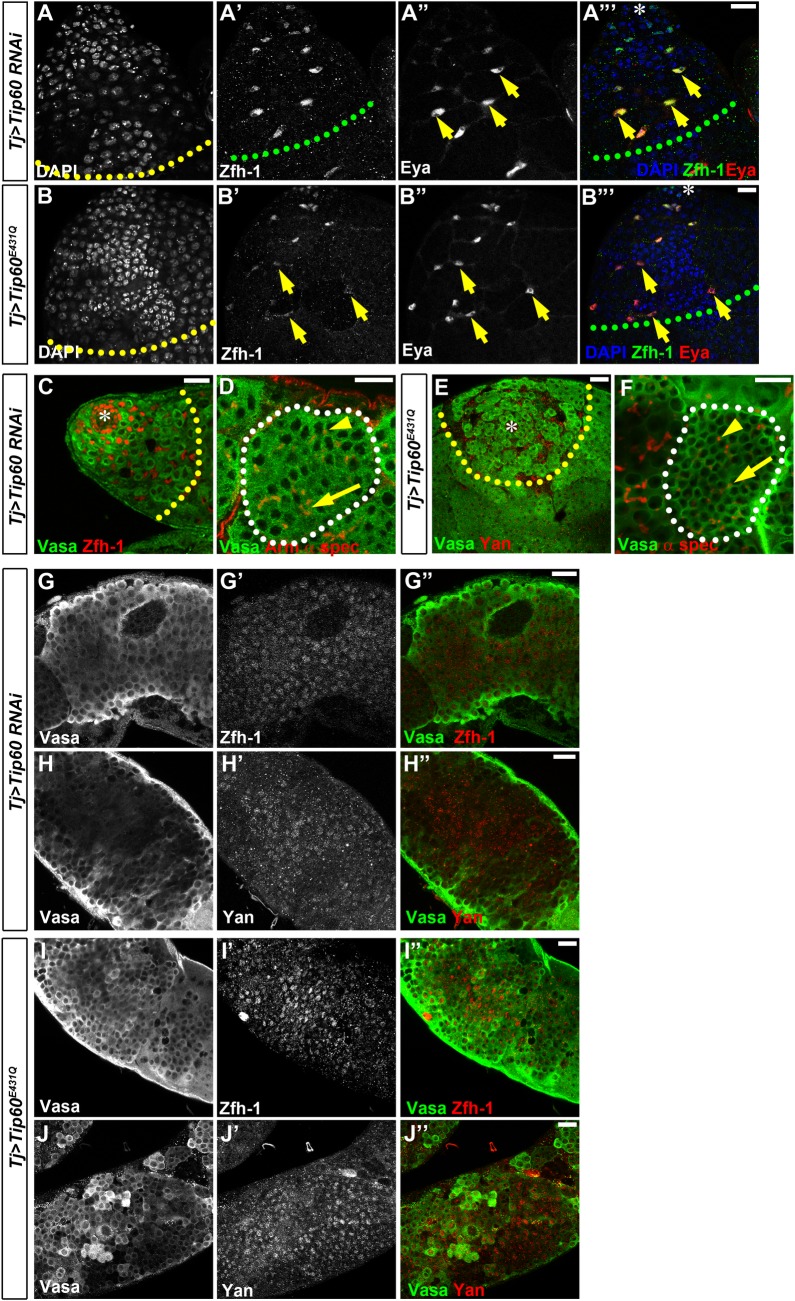
E(Pc) acts in synergy with Tip60 whose function in cyst cells depend on its histone acetyl-transferase activity. (**A-A”‘**) *Tj>Tip60 RNAi* testes show expansion of cells with DAPI bright nuclei (yellow dashed line in **A**) and Zfh-1-positive cyst cells (green dashed line in **A’** and **A”‘**). Zfh-1 is co-expressed with late-stage cyst marker Eya (yellow arrows). (**B-B”‘**) Tip60 HAT deficient dominant active form (*Tip60*^*E431Q*^) expressed using *Tj-Gal4*. *Tj>Tip60*^*E431Q*^ testes show expansion of cells with DAPI bright nuclei (yellow dashed line in **B**), including cells co-expressing Zfh-1 and Eya (yellow arrows in **B’-B”‘**). (**C**) In *Tj>Tip60 RNAi* testes, GSC- and GB-like cells are intermingled with Zfh-1-positive cells (cells from the hub region to yellow dashed line). (**D**) Spermatogonial tumor with more than 16 germ cells (Vasa positive) within one cyst (white dashed line) interconnected by both branched fusome (yellow arrow) and round spectrosome (yellow arrowhead) in *Tj>Tip60 RNAi* testes. (**E-F**) Similar GSC- and GB-like tumor (cells from hub region to yellow dashed line in **E**) and spermatogonial tumor (white dashed line in **F**) are also detected in *Tj>Tip60*^*E431Q*^ testes.(**G-H”**) In *Tj>Tip60 RNAi* testes, Vasa-positive cells (**G**, **G”, H**, **H”**) also have expression of CySC-enriched marker Zfh-1 (**G’**,**G”**) and Yan **(H’**, **H”)**. (**I-J”**) In *Tj>Tip60*^*E431Q*^ testes, Vasa-positive cells (**I**, **I”**, **J**, **J”**) also have expression of Zfh-1 (**I’,I”**) and Yan (**J’**,**J”**). Asterisk: hub. Scale bar: 20μm. See also S11 and S12 Figs.

To further explore the potential synergistic activities between E(Pc) and Tip60, we tested their genetic interactions. Because knockdown efficiency using the Gal4: UAS system depends on temperature [91,92,93], flies raised at 25°C instead of 29°C showed less severe phenotypes and with lower penetrance. For example, germline tumor was detected in 0% of *Tj>Tip60 RNAi* (N = 36) and 13% of *Tj>E(Pc) shRNA* (N = 30) testes, respectively (S11A Fig). By contrast, under the same condition, 31% of *Tj>Tip60 RNAi*, *E(Pc) shRNA* testes (N = 39) showed germline tumor phenotype (S11A Fig). In the same way, an *E(Pc)*^*w3*^ mutant [94,95], used as heterozygotes, enhanced the germline phenotype in *Tj>Tip60*^*E431Q*^ testes (S11B Fig).These data suggest that E(Pc) and Tip60 act together in the CySC lineage to regulate germ cell differentiation. It was also notable that overexpression of Tip60 led to significant reduction of Zfh-1-positive cells (S11C Fig) and GSCs (S11D Fig), similar to the effects caused by overexpression of E(Pc) (S10C and S10D Fig). In summary, Tip60 resembles E(Pc) in its necessary and sufficient roles in repressing *zfh-1* expression in the CySC lineage.

Furthermore, if E(Pc) acts with Tip60 whose functions depend on its HAT activity, it is possible that E(Pc) regulates the histone H4 acetylation (H4 ace) state of its target genes. To examine this possibility, anti-H4 ace [96,97] ChIP-ed DNA from both *Tj-Gal4* and *Tj >E(Pc) RNAi* testes were analyzed using qPCR with two series of primers spanning over the genomic loci of *zfh-1* and *yan*, respectively. We found decreased H4 ace at both *zfh-1* (S12A Fig) and *yan* (S12B Fig) genomic regions in *E(Pc)* knockdown testes compared with the control testes, suggesting that the activity of E(Pc) is also required for histone acetylation state at target genes.

## Discussion

In the *Drosophila* testicular niche, the CySC lineage has been thought to play a supportive role for germ cell proliferation and differentiation. However, the mechanisms that explain regulation of CySC lineage differentiation and its coordination with germline lineage have not been elucidated. Here we show that a PcG component, E(Pc), is required for CySC differentiation and that it promotes, in turn, germ cell differentiation. E(Pc) is also required to maintain germ cell identity (Fig 8A). Loss of this critical chromatin regulator in the CySC lineage leads to accumulation of early germ cell tumors, some of which activated the expression of several somatic cell markers tested (Fig 8B). To understand the molecular mechanisms of E(Pc), we performed ChIP-seq experiments to specifically identify E(Pc)-bound targets in somatic gonadal cells. E(Pc) was found to bind many important genes known to be functional in somatic gonadal cells. In particular, E(Pc)-binding genes are enriched with signaling pathway components. Analyses of E(Pc) targets not only confirm some regulatory mechanisms known to coordinate CySC and GSC lineages, such as the EGF signaling, but they also shed light on some new mechanisms. For example, we identified that a direct target of E(Pc) is the *zfh-1* gene. In line with published biochemical results [85], our studies also revealed that E(Pc) works with Tip60 in a HAT-dependent manner in the CySC lineage. The instructive roles of cyst cells in guiding germline differentiation reported here are congruent with the previous finding that genetic ablation of cyst cells leads to germ cell differentiation defects [98].

**Fig 8:**
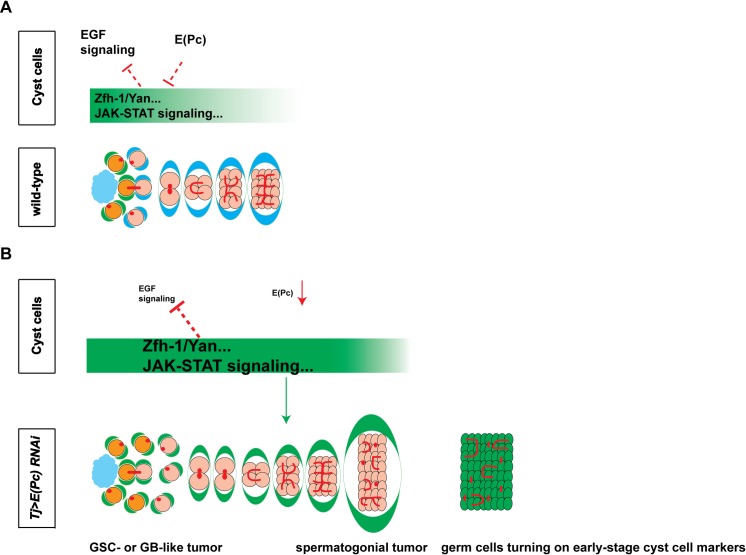
A model to describe both the cell-autonomous functions of E(Pc) in CySC lineage and its non-cell-autonomous roles in regulating germ cell differentiation and maintaining germline identity. (**A**) In cyst cells of wild-type testes, E(Pc) represses CySC-enriched factors (for example Zfh-1, Yan) and JAK-STAT signaling pathway to promote cyst cell differentiation cell-autonomously. E(Pc) also acts in synergy with the EGF signaling pathway. Under this condition, both cyst cell and germ cell differentiate properly. (**B**) When *E(Pc)* is knocked down in cyst cells, ectopic expression of Zfh-1 and Yan, as well as hyperactivation of the JAK-STAT signaling but compromised EGF signaling activity lead to germ cell tumors including both GSC- or GB-like tumor and spermatogonial tumor. In addition, the excess germ cells turn on early-stage cyst cell markers.

### E(Pc) acts with the Tip60 HAT enzyme potentially through acetylation of H4

*Drosophila* E(Pc) has been shown to be a component of the Tip60 HAT complex [85]. However, the functional relationship between E(Pc) and Tip60 *in vivo* has not been elucidated. We found that either knockdown of *Tip60* or compromise of HAT activity of Tip60 resulted in phenotypes similar to those caused by E(Pc) loss-of-function (Fig 7). Moreover, enhancement of the *E(Pc)* phenotypes by *Tip60* mutations (S11A and S11B Fig) suggests that E(Pc) acts with Tip60. Finally, the levels of H4 acetylation at *zfh-1* and *yan* genomic regions decrease upon *E(Pc)* knockdown (S12 Fig), suggesting that E(Pc) is required for the HAT activity of Tip60.

Generally, histone acetylation has been linked to gene activation. However, both *zfh-1* and *yan* are upregulated (Fig 4A; Fig 1C” and 1F”; Fig 1E and 1G”) with decreased H4 acetylation levels (S12 Fig) upon inactivation of E(Pc). These data suggest that histone acetylation may repress gene expression. In this regard, it is noteworthy that the antibody against H4 acetylation used for ChIP-qPCR assay is not specific for a particular Lys residue. We speculate that the acetylation of the Lys12 of H4 (H4K12ac) might contribute to this phenomenon. It has been reported that H4K12ac is not associated with the active transcription region in early spermatocytes [99] and is enriched at the chromocentric heterochromatin region at polytene in salivary gland cells [100] in *Drosophila*. Moreover, Tip60 was reported to repress expression of differentiation genes to maintain pluripotency of mouse embryonic stem cells [101], indicating histone acetylation as a contributor to gene silencing. In fact, histone acetylation at other Lys residues was also reported to have repressive roles of gene expression. For example, H3K56ac was reported to repress transcription of newly replicated DNA in budding yeast [102]. Another example is H4K20ac, which was found to be enriched with transcriptional repressors at silenced genes in human cells [103]. Taken together, these data indicate that histone acetylation is not always associated with gene activation, but that it could contribute to gene silencing.

### Germline defects by inactivating a chromatin regulator in the neighboring somatic cells

Even though knockdown of E(Pc) in CySC lineage leads to CySC differentiation defects, the most prominent phenotypes were detected in the germline. Germ cells in *Tj>E(Pc) RNAi* testes have interesting new phenotypes. First, excess germ cells divide asynchronously, a phenotype different from previously identified spermatogonial tumors in *bam* and *benign gonial cell neoplasm* (*bgcn*) mutant testes, in which the transition from spermatogonia to spermatocyte is abolished, and the testes are enriched with synchronously dividing spermatogonia [57,58]. However, the presence of Bam (S4B–S4C’ Fig) and the absence of continuous fusome structure (Fig 2D, S3B and S3B’ Fig) both suggest that these excess germ cells in *Tj>E(Pc) RNAi* testes have different cellular properties. In addition, the excess germ cells do not resemble expanded early-stage germ cells upon hyperactivation of the JAK-STAT signaling pathway in *Drosophila* testis [8,9,10]. In fact, the excess germ cells in *Tj>E(Pc) RNAi* testes have features resembling both spermatogonial tumors and GSC- or GB-like tumors (Fig 2 and S3 and S4 Figs).

Second, germ cells in *Tj>E(Pc) RNAi* testes ectopically turn on early-stage cyst cell markers, such as Zfh-1 and Yan, indicating that E(Pc) acts in cyst cells to prevent germ cells from taking somatic cell fate. The dichotomy between germline and soma represents the earliest lineage specification among many metazoan organisms. In multiple model organisms, including *C*. *elegans* and *Drosophila*, germ cell identity is determined by maternally loaded germ granules [104,105,106,107,108,109]. After specification, protection of germline fate requires both proper chromatin state and specific cytoplasmic factors in the germ cells [110,111,112,113,114,115,116,117]. Previous study identified PcG component E(z) as a non-cell autonomous factor in repressing the somatic fate of germ cells in adult *Drosophila* testis [29]. Here we identified that both E(Pc) and Tip60 play similar roles in cyst cells to maintain the germline identity in a non-cell autonomous manner, indicating that they might act with E(z) in regulating a critical signaling pathway (or pathways) to keep germline identity throughout adulthood. These results also emphasize the important roles of the somatic gonadal cells in protecting germline from taking somatic cell fate to ensure proper differentiation into functional gametes.

### E(Pc) is a potential master regulator of multiple signaling pathways for the communications between CySC and GSC lineages

Even though previous studies suggest that somatic gonadal cells control germ cell differentiation and maintain germline identity through multiple signaling pathways [8,9,11,16,17,29,49,76,98,118,119,120], it is unclear how these signaling pathways themselves are regulated. Here our ChIP-seq results reveal that E(Pc) is enriched at key components of multiple signaling pathways known to be important in regulating germ cell function. For example, the EGF signaling pathway has been shown to regulate cyst cells in encapsulating germ cells and promoting their proper differentiation in *Drosophila* testis [16,17,18,19,20,22,68,69]. We found that the EGF antagonist Yan is highly enriched in CySCs, but decreased dramatically in later stage cyst cells repressed by E(Pc) during CySC differentiation. In line with this, the expression of Vein, which is downstream of the EGF signaling, is compromised in *Tj>E(Pc) RNAi* testes (Fig 5B–5B” and 5C). Recently, decreased EGF signaling has been shown to induce extra germ cell division out of synchrony [22]. Similar asynchronous division of germ cells upon compromising either E(Pc) function or EGF signaling suggests that E(Pc) acts in synergy with the EGF signaling pathway, probably through regulation of the chromatin state at the endogenous *yan* locus.

Similarly, E(Pc) was found to be enriched at multiple JAK-STAT pathway components. However, different from increased EGF signaling activity during CySC differentiation, high JAK-STAT signaling activity is only detectable in early-stage cells of both CySC and GSC lineages [12,14,77,84,121,122]. Hyperactivation of JAK-STAT signaling in either CySC or GSC lineage is sufficient to block cellular differentiation and results in tumors with CySC- and GSC-like features [8,9,10]. In this scenario, E(Pc) might downregulate JAK-STAT signaling to promote CySC differentiation by directly repressing the expression of key JAK-STAT components. Consistent with this finding, we observed that the 2X STAT-GFP reporter showed prolonged expression in later stage cyst cells when E(Pc) was inactivated (Fig 6C–6C”). However, this reporter uses the upstream regulatory sequences from the *Socs36E* gene [82], which itself acts as a repressor of JAK-STAT signaling [123,124]. This negative feedback regulation of JAK-STAT signaling might explain why removal of one copy of stat gene, using null allele *stat*^*06346*^, or *zfh-1* gene, using either a mutant allele *zfh-1*^*75*.*26*^ or a deficiency chromosome that uncovers the *zfh-1* gene region [10,125]), did not efficiently suppress the *Tj>E(Pc) RNAi* phenotype: the percentages of testes with medium and severe excess germ cells were 35% and 37% for *Tj>E(Pc) shRNA* testes (N = 156), 47% and 53% for *Tj>E(Pc) shRNA*, *Stat92E*^*06346*^*/+* testes (N = 75), 34% and 43% for *Tj>E(Pc) shRNA*, *Zfh-1*^*75*.*26*^*/+* testes (N = 155), and 47% and 29% for *Tj>E(Pc) shRNA*, *Df[Zfh-1]/+* testes (N = 150), respectively. Furthermore, studies in the *Drosophila* optic lobe identified E(Pc) as one JAK-STAT target positively regulated by JAK-STAT signaling [126], suggesting mutual regulation between *E(Pc)* and the JAK-STAT signaling.

Collectively, then, we found that E(Pc) regulates multiple signaling pathways and may act as a master regulator for the communications between the somatic and germline lineages in the *Drosophila* adult testis. The ultimate readout in *E(Pc)* mutants depends on the particular E(Pc) targets in the signaling pathway(s) and is complicated by the dual roles of E(Pc) in either activating or repressing gene expression. However, this complicated feature of E(Pc) regulation might be necessary to fine tune activities of different signaling pathways.

In summary, we demonstrate that a chromatin factor E(Pc) acts in cyst cells and is responsible for germline differentiation and germ cell fate maintenance. These results emphasize the importance of the microenvironment where germ cells reside in antagonizing somatic identity and promoting germ cell differentiation. Similar to *Drosophila* testis, many mammalian stem cell niches support multiple stem cells. For example, both hair follicle stem cells and melanocyte stem cells co-occupy the hair follicle bulge [127,128]. The hair follicle stem cells have been shown to function as a niche for melanocyte stem cells through the TGF-β signaling [129]. Similarly, mesenchymal stem cells and hematopoietic stem cells co-exist in the bone marrow, and mesenchymal stem cells constitute the hematopoietic stem cell niche [130]. Understanding the coordination between two stem cell lineages during differentiation may shed light on other complex niches that support multiple stem cell populations.

## Materials and methods

### Fly strains and husbandry

Flies were raised under standard yeast/molasses medium at 25°C unless stated otherwise. The following flies were used: *E(Pc)*^*1*^ (Bloomington Drosophila Stock Center, BL3056), *E(Pc)*^*w3*^ (BL9396), *UAS-E(Pc) dsRNA* (BL28686), *UAS-E(Pc) shRNA* (BL35271), *upd-Gal4* (from D. Harrison, University of Kentucky, Lexington, KY, USA), *Tj-Gal4* (Kyoto stock center, DGRC#104055), *Egfr*^*f2*^(BL2768), *yan*^*IP*^(BL3101), *E(z)*^*731*^ (BL24470), *Df [E(z]* (BL29023), *UAS-yan.ACT* (BL5789), *Vein-lacZ* (BL11749), 2X STAT-GFP [82], *Stat92E*^*06346*^ (from N. Perrimon, Harvard Medical School, Boston, MA, USA), *UAS-Tip60 dsRNA* (BL28563), *UAS-dTip60*^*E431Q*^, *UAS-Tip60* (from Felice Elefant, Drexel University, Philadelphia, Pennsylvania, USA), *Bam-HA* [131], *hs-FLP; Act5c*.*FRT-CD2-FRT*.*Gal4; UAS-GFP* flies (from Allan Spradling, Carnegie Institution for Science, Department of Embryology, Baltimore, Maryland, USA) [132], *UAS-GFP hs-FLP; FRT42D*, *Tub-Gal80; Tub-Gal4* (from Duojia Pan, Johns Hopkins Medical Institution, Baltimore, Maryland, USA), *P{neoFRT}42D* (BL1802), *zfh-1*^*75*.*26*^ (from Ruth Lehmann, NYU school of medicine, New York, USA), *Df(zfh-1)* (BL7917), *UAS-H3GFP*, *UAS-Upd* (from Stephen DiNardo, Perelman School of Medicine at the University of Pennsylvania, Department of Cell and Developmental Biology, Philadelphia, PA, USA), *bam*^*114*^*/TM6B* (from Margaret T. Fuller, Developmental Biology and Genetics, Stanford University School of Medicine, Stanford, CA), *bam1/TM3* (from Allan Spradling, Carnegie Institution for Science, Department of Embryology, Baltimore, Maryland, USA).

To study function of E(Pc) in cyst cells, two independent RNAi lines *UAS*-*E(Pc) dsRNA* and *UAS*-*E(Pc) shRNA* were crossed with different drivers *upd-Gal4* and *Tj-Gal4* at 25°C, respectively. Newly enclosed progenies were shifted to 29°C and maintained for 8–10 days (D) before dissection. For Tip60 function study, RNAi line *UAS*-*Tip60 dsRNA* and dominant negative HAT deficient line *UAS-Tip60*^*E431Q*^ were crossed with *Tj-Gal4* at 25°C and then adult progenies were shifted to 29°C and maintained for 8–10 D before dissection.

To identify if *E(Pc)* genetic interacts with *Egfr*, *yan*, *E(z)*, *Stat92E*, alleles *Egfr*^*f2*^, *yan*^*IP*^, *E(z)*^*731*^, *Stat92E*^*06346*^, *zfh-1*^*75*.*26*^ and deficiency lines *Df [E(z)]*, *Df(zfh-1)* were used. Flies with the following genotypes: *Tj-Gal4/ Egfr*^*f2*^*; UAS-E(Pc) dsRNA/+*, *Tj-Gal4/+; UAS-E(Pc) dsRNA/+* were shifted to 29°C for 3D before analysis. Flies with the following genotypes: *Tj-Gal4/yan*^*IP*^*; UAS-E(Pc) shRNA/+*, *Tj-Gal4/+; E(z)*^*731*^ */ UAS-E(Pc) shRNA*, *Tj-Gal4/+; Df [E(z)]/UAS-E(Pc) shRNA*, *Tj-Gal4/+; UAS-E(Pc) shRNA/ Stat92E*^*06346*^, *Tj-Gal4/+; UAS-E(Pc) shRNA/* *zfh-1*^*75*.*26*^, *Tj-Gal4/+; UAS-E(Pc) shRNA/ Df(zfh-1)* were shifted to 29°C for 5D before dissection.

To study if expression of *E(Pc) cDNA-GFP* in cyst cells is sufficient to rescue *Tj>E(Pc) RNAi* phenotype, flies with the following genotype: *Tj-Gal4/ UAS-E(Pc) cDNA-GFP; UAS-E(Pc) shRNA/+*, *Tj-Gal4/ UAS-E(Pc) cDNA-GFP; UAS-E(Pc) dsRNA/+* were dissected at 5D after shifting from 25°C to 29°C. To test potential defects by overexpression of E(Pc) or Tip60, testes from *Tj-Gal4/ UAS-E(Pc) cDNA*, *Tj-Gal4/ +; UAS-Tip60 cDNA/+* males 10-11D after shifting from 25°C to 29°C were analyzed.

### Generation *E(Pc)* knockdown cyst cell clones and MARCM clones

To analyze function of E(Pc) in individual cyst cells, flies with the following genotype: *hs-FLP; Act5c*.*FRT-CD2-FRT*.*Gal4/+; UAS-GFP/UAS-E(Pc) shRNA* and *hs-FLP; Act5c*.*FRT-CD2-FRT*.*Gal4/+;UAS-GFP/+* (*hs*: *heatshock* promoter, *Actin*: *actin* promoter) were heat shocked at pupal stages for two days with two hours on each day. Enclosed flies were aged for 5-6D after heat shock and used for dissection and immunostaining.

To generate MARCM clones, *E(Pc)*^*1*^ null allele was recombined with *FRT42D* to generate *FRT42D*, *E(Pc)*^*1*^*/Cyo* flies. Adult flies with following genotype: *UAS-GFP hs-FLP; FRT42D*, *Tub-Gal80/ FRT42D*, *E(Pc)*^*1*^*; Tub-Gal4* and control flies *UAS-GFP hs-FLP; FRT42D*, *Tub-Gal80/ FRT42D; Tub-Gal4* were aged for one day, then heat shocked for 2 hours and aged until dissection.

### Transgenic fly lines generation

For transgenic fly *UASp-E(Pc) cDNA* and *UASp-E(Pc) cDNA-GFP*, E(Pc) cDNA was amplified using cDNA prepared from wild-type testis as the template. The 5’ half of E(Pc) cDNA was amplified as a KpnI and NotI flanked fragment with E(Pc) F1 and R1 primers. The 3’ half of E(Pc) cDNA was amplified as an NotI and XbaI flanked fragment using E(Pc) F2 and R2 primers. These two fragments were then ligated into pGEM-T-easy vector (Promega) followed by sequencing. To insert the *GFP* sequences at the 3’-end of *E(Pc)* cDNA, a Pml I site was generated right upstream of the stop codon of *E(Pc)* within R2 primer. *GFP* fragment was amplified as a Pml I and Xba I flanked fragment with Primer 5’ GFP and 3’ GFP, followed by ligation into pGEM-T-E(Pc) 3’ half cDNA opened with Pml I and XbaI restriction enzyme digestion. Finally, the 5’ half *E(Pc)* cDNA in a KpnI to NotI fragment and the 3’ half with and without GFP in a Not I to Xba I fragment were ligated into pBlueScript vector (Agilent Technologies) cut with Kpn I and Xba I in a 3-way ligation to generate a KpnI and XbaI flanked full-length E(Pc) cDNA tagged with GFP. Then the E(Pc) full cDNA tagged with GFP was cut with Kpn I and Xba I and ligated into UASp vector cut using same two enzymes.

To generate E(Pc) genomic plasmid tagged with GFP, a 21 kb P[acman] BAC clone (CH322-140G22) covering the entire *E(Pc)* genomic region was ordered from BACPAC Resources Center (BPRC). Zra I is one unique enzyme site close to the stop codon of *E(Pc)* genomic region. Pac I is another unique enzyme site within the 3’UTR region of *E(Pc)*. Using primers 3’UTR F and 3’UTR R ended with Asc I and Pac I, an approximate 3 Kb fragment was amplified using the BAC clone as template and ligated into pGEM-T easy vector. Using primers GFP F and GFP R ended with Zra I and Asc I GFP sequence was amplified. Then, the GFP in a Zra I to Asc I fragment was ligated into pGEM-T 3’UTR vector, cut with AscI and PacI to generate a GFP-3’ UTR fragment flanked by ZraI and PacI. Then GFP-3’ UTR cut with ZraI and PacI was ligated into P[acman], opened with ZraI and PacI to generate E(Pc) genomic plasmid tagged with GFP.

Transgenic fly lines were generated by Bestgene Inc (Chino Hills, CA). More than three independent transgenic lines were generated for each transgene.

Primers:

E(Pc) F1: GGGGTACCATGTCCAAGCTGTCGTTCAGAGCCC
E(Pc) R1: ATAAGAATGCGGCCGCTGCCGCCGA
E(Pc) F2: ATAAGAGCGGCCGCCGCTCGTGC
E(Pc) R2: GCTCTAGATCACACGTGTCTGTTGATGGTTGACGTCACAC
5’ GFP: ATCACGTGATGGTGAGCAAGGGCGAGGAG
3’ GFP: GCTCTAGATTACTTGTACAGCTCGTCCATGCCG
3’UTR F: GGCGCGCCGACGCGGATGGCAGCG
3’UTR R: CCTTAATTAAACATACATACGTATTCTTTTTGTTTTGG
GFP F: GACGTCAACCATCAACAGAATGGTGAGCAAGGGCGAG
GFP R: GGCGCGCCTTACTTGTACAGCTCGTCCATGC

### Immunostaining

Testes were dissected in 1X PBS and then fixed in 4% formaldehyde in 1X PBS for 30 min at room temperature (RT). Then testes were washed twice with 20min each time using 1X PBST (0.1% triton) at RT. Testes were incubated with Primary antibodies on nutator at 4°C overnight. After twice wash with 1X PBST, testes were incubated with secondary antibodies in darkness at RT for 2 hours. After twice wash with 1X PBST, testes were mounted using Vectashield (Vector H-1200). Primary antibodies used are: Vasa (Rabbit, Santa Cruz, sc-30210), Vasa (Rat, 1:100, developed by Spradling, A. C./ Williams, D. obtained from DSHB), Zfh-1 (Rabbit, 1:5000, from R. Lehmann), Fas III (Mouse, 1:100, DSHB, 7G10), Armadillo (Mouse, 1:200, DSHB, N2 7A1), Eya (Mouse, 1:25, DSHB, 10H6), Tj (Guinea pig, 1:1000, from M. Van Doren), Yan (Mouse, 1:25 after pre-absorption against *Drosophila* embryos, DSHB, 8B12H9), GFP (Chicken, 1:1000, Abcam, ab13970), dpERK (Rabbit, 1:100, Cell signaling, #4370), HA (Rat, 1:50, Roche, 3F10), β-Galactosidase (Mouse, 1:200, Sigma, G4644). For dpERK staining, testes were dissected in 10 mM Tris-Cl pH 6.8, 180 mM KCl, 50 mM NaF, 1 mM Na3VO4, 10 mM b-glycerophosphate as described before [16]. Secondary antibodies were all Alexa Fluor series (1:200, Molecular Probes). Images were taken with Zeiss LSM 510 META or LSM 700. Images were processed using Adobe Photoshop. EdU incorporation was performed with Click-iT EdU Alexa Fluor 488 imaging kit (Invitrogen C10083). Dissected testes were incubated with EdU solution for 30min, followed by fixation and immunostaining as described.

### Quantification of vein intensity and data analysis

To compare Vein intensity between the *Tj-Gal4* control and *Tj>E(Pc) shRNA* testes, H2Av-mRFP (BL34498) transgene was used as a marker to distinguish the two genotyped fly testes. Testes dissected from *Tj-Gal4/H2Av-mRFP; Vein-LacZ/+* males were compared with *Tj-Gal4/+; Vein-LacZ/UAS-E(Pc) shRNA* testes, which were immunostained together and imaged using the same parameters. Control testes could be identified based on the H2Av-mRFP marker. Vein-LacZ fluorescence intensity was measured for each Z stack across the entire nucleus using Image J software and summed up. Data were analyzed and presented using GraphPad Prism software.

### Chromatin immunoprecipitation sequencing (ChIP-seq) and data analysis

Flies with following genotype: *Tj-Gal4/ UAS-E(Pc) cDNA-GFP; UAS-E(Pc)shRNA/+* were collected as newly eclosed males and aged for 5D at 29°C after shift from 25°C. Approximately 2,000 pairs of testis were dissected and grouped into two batches which were used as two replicates for ChIP experiments, which were performed using ChIP-IT high sensitivity kit (#53040, Active motif) following the manufacturer’s instruction. A ChIP-grade GFP antibody (Abcam, ab290) was applied. Sonication of fixed testes was performed using Bioruptor sonicator (UCD-200, diagenode) using the following setting: 0.5min ON, 1min OFF repetitively for a total of 25min. The size of DNA associated with sonicated chromatin was checked which was approximate 400–500 bp. Similar protocol was used for ChIP with H4 tetra acetylation antibody (A gift from Keji Zhao, NHLBI, NIH) and 100 pairs of flies with following genotype: *Tj-Gal4/+;E(Pc) shRNA/+* or *Tj-Gal4/+*.

Libraries were generated using reagents provided in the Illumina TruSeq ChIP Sample Preparation Kit (IP-202-1012). The Illumina compatible libraries were sequenced with Mi-seq desktop sequencer (Mi-Seq, Illumina). Then 75 bp single-end read sequencing was performed. FASTQ raw data files were filtered with quality control software Fastqc (www.bioinformatics.babraham.ac.uk/projects/fastqc/). BOWTIE program [version 0.12.7, [133]] was utilized to align reads to *Drosophila* genome (dm3), with the running parameters (bowtie -p 8 -t -a—phred33 -quals -n 2 -e 70 -l 48 -m 1—best—strata). Single-end reads were treated as separate single reads. At each chromosome position, only one read was retained to get a non-redundant read count data. SAM formatted alignment files will be uploaded onto NIH GEO database upon paper acceptance. Enrichment of reads across the genome was analyzed by MACS2 [66] for peak calling. The peak calling was performed with paired experiment (GFP ChIP) and control genome input under default parameter settings. UCSC genome browser customized visualization tools were also applied in the analysis [134]. SAMtools [135] software suite was utilized to convert between related read formats. Go term analysis was performed using Gorilla [64,65].

### ChIP quantitative PCR (qPCR)

The qPCR experiments were performed as previously described [136]. Two independent biological replicates were used. Each PCR reaction was performed in duplicates and averaged Ct values were used. Primers used for qPCR are listed in S4 Table.

### RNA-seq and data analysis

One pairs of *Tj-Gal4* or *Tj-Gal4/+; UAS-E(Pc) shRNA/+* testes were dissected in PBS, respectively as one replicate. Two replicates were generated for each genotype. Total RNA was purified following the manufacturer’s instruction of PicoPure RNA isolation kit (KIT0204, Life technologies). Then both libraries were generated using reagents provided in Illumina TruSeq RNA Sample Preparation Kit (RS-122-2001). The Illumina compatible libraries were sequenced with Illumina Hiseq2500 sequencer in the high-throughput sequencing core facility at Johns Hopkins University Bayview with 50 bp single-end reads.

For the alignment to fly genome and gene mapping, sequencing reads were examined by fastqc quality control software (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The reads which passed quality filter were mapped back to *Drosophila* genome (dm3) (Flybase dmel_r5.43, as of Jan 2012, ftp://ftp.flybase.net/releases/FB2012_01/dmel_r5.43/). Bowtie aligner (version 0.12.7) [133] was utilized with the following configuration (-a—phred33-quals -n 2 -e 70 -l 28 -m 1—best–strata) which allows two mismatches and only one alignment site. We then assigned each read into gene regions. The annotation for protein coding genes were retrieved from Flybase database (as of Jan 2012, ftp://ftp.flybase.net/releases/FB2012_01/dmel_r5.43/). The exons from different alternative splicing isoforms were merged to find the maximum genome coverage regions per gene. When a read is mapped to a region with more than one gene, i.e., one merged exon region overlaps with a non-coding gene, the count is split as equal possibilities into these two genes with half count for each. A matrix file with the number of reads assigned into each gene per sample was prepared for the following data analysis.

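In the deposited matrix all values are whole numbers, although the paper describes counts of 0.5 for a read shared by overlapping genes. No gene exceeded 1 count per base of merged exon in a library. The highest values were 0.941 and 0.961 counts per base in *Tj-Gal4* replicates 1 and 2 and 0.965 and 0.924 in the libraries labelled *Tj>E(Pc) shRNA* 1 and 2. These maxima differed by a factor of 1.04, while the library totals differed by a factor of 1.89. In abundant genes the counts therefore followed the depth of a library only in part. Between the libraries labelled *Tj>E(Pc) shRNA* 1 and 2, the raw counts of genes under 0.02 counts per base differed by a median log2 ratio of 1.28, those of genes over 0.7 by 0.27, and the totals by 0.76. After TMM scaling, genes over 0.7 counts per base were lower in the deeper library of each genotype, with median log2 ratios of -0.32 between the *Tj-Gal4* libraries and -0.59 between the libraries labelled *Tj>E(Pc) shRNA*. Replicates differed beyond counting error in 1145 genes of the former pair and 3628 genes of the latter (exact binomial test with Benjamini-Hochberg adjustment).

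**Figure D3:**
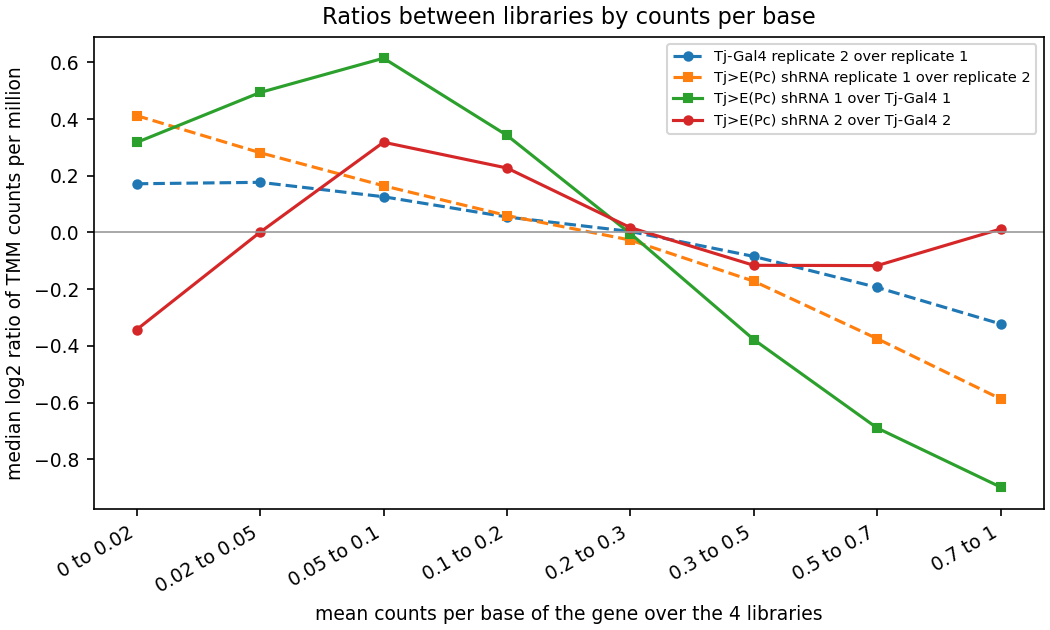
Median log2 ratio of TMM-scaled CPM between pairs of libraries, by the mean counts per base of the gene over the 4 libraries. Dashed lines compare replicates of a genotype, deeper over shallower, and solid lines compare genotypes. The ratio of *Tj>E(Pc) shRNA* 1 over *Tj-Gal4* 1 runs from 0.61 at 0.05 to 0.1 counts per base to -0.90 over 0.7, while that of replicates 2 is 0.01 over 0.7.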

To identify differentially expressed genes, we utilized the edgeR software package [137] in *R* to find the normalization factors for each sample with various sizes [by the TMM (Trimmed Mean of M value) and upper quantile normalization methods]. The edgeR method models short reads into negative binomial distribution and estimates the biological replicate variance (dispersion). Tag-wise dispersion estimation was performed in “*Tj-Gal4”*, *“Tj-Gal4/+; E(Pc) shRNA/+”* two groupings of read count profiles. We introduced quantity term “corrected RPKM (cRPKM)” by the formula: pseudo.alt * 1e+09 / (length of merged transcripts)/ (common.lib.size). The common.lib.size was calculated from the calcNormFactors function of edgeR, which performs TMM and upper quantile normalization methods and set a reference library. The pseudo.alt contains read counts after normalization across the input multiple profiles. 

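The authors deposited cRPKM values for all but 2483 genes of the count table, and none of these had more than 10 counts in a library.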

The pseudo.alt was calculated by edgeR using quantile normalization and maximum likelihood method. The pseudo.alt contains pseudo read counts after correcting the library size and composition differences.

After cRPKM calculation, gene expression levels per sample were pair-wisely compared with spearman correlation (correlation coefficient rho). 

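Over genes with a cRPKM value, Spearman's rho was 0.993 between the *Tj-Gal4* libraries and 0.988 between the libraries labelled *Tj>E(Pc) shRNA*. Across genotypes it ranged from 0.953 to 0.965 over 4 pairs of libraries, below both replicate pairs. These correlations run across genes within the libraries, and genes are not independent replicates.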

A pair-wise inter-profile distance was defined as (1-rho) and set up a distance matrix. A dimension reduction method, multidimensional scaling in *R* (http://stat.ethz.ch/R-manual/R-devel/library/stats/html/cmdscale.html), was utilized to visualize the global similarity relationship of 4 samples.

### Accession numbers

GEO accession number for ChIP-seq and RNA-seq data is GSE93828.

## Supporting information

S1 Fig Expression pattern of GFP from a genomic rescuing *E(Pc) gDNA-GFP* transgene in *Drosophila* adult testes. (**A-A”**) GFP signal in the nuclei of both germ cells (yellow arrowheads) and Eya-positive late-stage cyst cells (yellow arrows). Scale bar: 50μm. (**B-B”**) At the apical tip, GFP signal in the nuclei of germ cells (white arrowhead in **B’** and yellow arrowhead in **B”**), early cyst cells (Zfh-1-positive cell, labeled by white arrow in **B’**) and later cyst cells (Eya-positive cell, labeled by yellow arrow in **B”**). (**C-C”**) In *Tj>E(Pc) RNAi*, *E(Pc) gDNA-GFP* testes, undetectable GFP signal in early cyst cells (Zfh-1-positive cell, labeled by white arrow in **C’**) and later cyst cells (Eya-positive cell, labeled by yellow arrow in **C”**), but detectable in germ cells (white arrowhead in **C’** and yellow arrowhead in **C”**). Asterisk: hub. Scale bar: 20μm.
(TIF) Click here for additional data file.

S2 Fig Knockdown of *E(Pc)* in cyst cells led to increased Tj-positive and Eya-positive cells but had no effect on the cell-type or stage-specificity of the *Tj-Gal4* driver. (**A**) Percentage of testes with <10, 10–30 and >30 Zfh-1- and Eya-double positive cyst cells in different genotyped testes. (**B-C**) Immunostaining with anti-Tj and Eya in *Tj-Gal4* and *Tj>E(Pc) shRNA* testes. (**D**) Quantification of Tj-positive cells in *Tj-Gal4* control testes: 50 ± 12.49 (Mean ± SD, N = 40) and in *Tj>E(Pc) shRNA* testes: 83.91 ± 22.41 (N = 31). Quantification of Eya-positive cells at the tip of *Tj-Gal4* control testes: 39 ± 7.35 (Mean ± SD, N = 24) and *Tj>E(Pc) shRNA* testes: 58 ± 13.04 (N = 43). **** *P*<0.0001, two-tailed *t* test. (**E-F’”**) Immunostaining using the germ cell marker Vasa (**E’**, **F’**) and a late cyst cell marker Eya (**E”**, **F”**) in *Tj>H3 GFP* and *Tj> H3 GFP*, *E(Pc) shRNA* testes. Asterisk: hub. Scale bar: 20μm.
(TIF) Click here for additional data file.

S3 Fig Knockdown of *E(Pc)* in cyst cells using a different short hairpin (sh) RNA also led to germ cell overproliferation and ectopic expression of cyst cell markers. Immunostaining using the germ cell marker Vasa (**C** and **D**, green in **A**, **B’**, **D”**), early cyst cell markers Zfh-1 (**C’**, red in **A**, **C”**) and Yan (**D’**, red in **D”**), hub marker Armadillo, as well as spectrosome/fusome marker α spectrin (**B**, red in **B’**) in *Tj>E(Pc) shRNA* testes. (**B-B’**) Over-proliferating germ cells within one cyst (yellow dashed line based on Armadillo signal) had both round spectrosome (yellow arrowhead) and branched fusome (yellow arrow). Scale bar: 20μm.
(TIF) Click here for additional data file.

S4 Fig Overpopulated germ cells in *Tj>E(Pc) RNAi* testes at transit-amplifying stage were Bam-positive. (**A-A’**) In *Bam-HA*, *Tj-Gal4* control testes, immunostaining with anti-HA (red) and anti-Vasa (green) showed Bam expression in 4- to 16- spermatogonial cells (red dashed line). In *Bam-HA*, *Tj>E(Pc) dsRNA* testes (**B-B’**) and *Bam-HA*, *Tj>E(Pc) shRNA* testes (**C-C’**): Bam was detectable in spermatogonial tumor cells (red dashed line labeled over-proliferative cell zone and yellow dashed line labeled individual spermatogonial tumor cysts). Asterisk: hub. Scale bar: 20μm.
(TIF) Click here for additional data file.

S5 Fig Germline tumor cells in *nos>upd* or *bam*^*1*^*/bam*^*114*^ testes were not positively stained with anti-Zfh-1. (**A-A”**) In *nos>upd* testes, Vasa-positive GSC-like cells (**A**, green in **A”**) were intermingled with Zfh-1-positive cells (**A’**, red in **A”**). Scale bar: 20μm. White dashed region enlarged in **B-B”**. Vasa-positive cells (yellow arrowheads in **B**, **B”**) were not stained with antibodies against Zfh-1 (yellow arrowhead in **B’**, **B”**). Scale bar: 10μm. (**C-C”**) In *bam*^*1*^*/bam*^*114*^ testes, spermatogonial tumor cells (white dashed circle) were not stained with antibodies against Zfh-1. Scale bar: 50μm. (**D-D”**) Enlarged apical tip (white dashed square in **C-C”**): Zfh-1 only detectable at the apical tip (arrowhead in **D-D”**). Scale bar: 20μm.
(TIF) Click here for additional data file.

S6 Fig Reducing E(z) significantly enhanced the tumor phenotype in *Tj>E(Pc) shRNA* testes. (**A-C**) In *Tj>E(Pc) shRNA* testes, *E(Pc)* knockdown in cyst cells led to both somatic and germline tumor shown as expansion of DAPI bright region (white dashed line). Scale bar: 100μm. (**D**) Quantification of the penetrance and severity of the tumor phenotype at different genetic backgrounds. Testes were dissected from flies 5 days after shifting to 29°C. **P<0.01, ****P<0.0001, chi-square test.
(TIF) Click here for additional data file.

S7 Fig Knockdown of *E(Pc)* in hub cells did not lead to any detectable defect. (**A-A’”**) In *upd-Gal4* control testes, transit-amplifying stage germ cells (yellow dashed line) with DAPI bright nuclei localize at the apical tip of testis. (**B-B’”**) In *upd>E(Pc) dsRNA* testes, no expansion of DAPI bright region was observed as in *Tj>E(Pc) RNAi* testes. Refer to Fig 2. White outline: hub region. Scale bar: 20μm.
(TIF) Click here for additional data file.

S8 Fig *E(Pc)* mutant cyst cell clones induced ectopic Zfh-1 expression. (**A-B”’**) 5D After clonal induction (ACI), GFP labeled wild-type CySCs (yellow arrowhead) were Zfh-1 positive, while GFP positive cyst cells (yellow arrows) had none (**A”**) or diminished Zfh-1 expression (**B”**). (**C-C”’**) 5D ACI, Zfh-1 was still detectable in GFP-labeled Eya-positive *E(Pc)* mutant cyst cells (yellow arrows). Asterisk: hub. Scale bar: 10μm. (**D-D’**) GFP positive CySCs localized at the apical tip DAPI bright region. In the same testes (**E-E’**), extra DAPI bright cells (yellow dashed line), including Zfh-1-positive *E(Pc)* mutant cyst cells (yellow arrow in D), were detected. Asterisk: hub. Scale bar: 20μm.
(TIF) Click here for additional data file.

S9 Fig *E(Pc)* shRNA knockdown reduced GFP signal of the E(Pc) cDNA-GFP transgene. (**A-B**) *Tj>E(Pc) cDNA-GFP* and *Tj>E(Pc) cDNA-GFP*, *E(Pc) shRNA* testes were mounted on the same slide for comparing the GFP signal. Asterisk: hub. Scale bar: 20μm. (**C**) Quantification of the GFP intensity. *Tj>E(Pc) cDNA-GFP*: 33141 ± 6499 (Mean ± SD, N = 22); *Tj>E(Pc) cDNA-GFP*, *E(Pc) shRNA*: 11523 ± 3811 (N = 50). **** *P*<0.0001. Two-tailed t test.
(TIF) Click here for additional data file.

S10 Fig Overexpression of E(Pc) in cyst cells cause defects in maintenance of Zfh-1-positive early stage cyst cells (including CySCs) and GSCs. (**A-B**) Immunostaining using Vasa (germ cell marker) and Zfh-1 (early cyst cell marker) in *Tj-Gal4* control testes (**A**) and *Tj>E(Pc) cDNA* testes (**B**). GSCs labeled by white dots and Zfh-1 positive cells by white arrowhead. Asterisk: hub. Scale bar: 20μm. (**C**) Quantification of Zfh-1-positive cells. *Tj-Gal4*: 31.28 ± 6.69 (Mean ± SD, N = 105); *Tj>E(Pc)*: 20.97 ± 5.62 (N = 68). (**D**) Quantification of GSCs. *Tj-Gal4*: 8.31 ± 2.04 (N = 75); *Tj>E(Pc)*: 4.95 ± 1.35 (N = 78). *** *P*<0.001. Two-tailed t test. (**E-F**) Immunostaining using a pan cyst cell marker Tj in *Tj-Gal4* control testes (**E**) and *Tj > E(Pc)* testes (**F**). Asterisk: hub. Scale bar: 20μm. (**G**) Quantification of Tj-positive cells. *Tj-Gal4*: 56.26 ± 9.61 (Mean ± SD, N = 38); *Tj>E(Pc)*: 51.19 ± 9.69 (N = 47). *P<0.05. Two-tailed t test.
(TIF) Click here for additional data file.

S11 Fig E(Pc) acts in synergy with Tip60 in cyst cells to regulate germ cell differentiation. (**A-B**) Quantification of the penetrance and severity of the germline tumor phenotype at different genetic background. ***P<0.001, ****P<0.0001, chi-square test. (**C**) Quantification of Zfh-1-positive cells. *Tj-Gal4* control testes: 40±6.96 (N = 35), *Tj>Tip60 cDNA* testes: 30.42±8.24 (N = 50). ****P<0.0001, Two-tailed t test. (**D**) Quantification of GSCs. *Tj-Gal4* control testes: 8.11±1.84 (N = 35), *Tj>Tip60 cDNA* testes: 6.64±2.18 (N = 50). **P<0.01, Two-tailed t test.
(TIF) Click here for additional data file.

S12 Fig Enrichment of histone H4 acetylation at *zfh-1* and *yan* gene loci requires normal E(Pc) function in cyst cells. ChIPed DNA in *Tj-Gal4*, *Tj >E(Pc) shRNA* testes for tetra-acetylated histone H4 (H4 ace) were analyzed by qPCR. Enrichment of H4 ace at *zfh-1* (**A**) and *yan* (**B**) loci were normalized to input as percentage of input. Error bars, s.d. for N = 2 biological replicates. *P* value: two-tailed t test.
(TIF) Click here for additional data file.

S1 Table Overlapping genes between ChIP-seq and RNA-seq [upregulated in E(Pc) knockdown testes] data sets. (XLSX) Click here for additional data file.

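S1 Table gives gene symbols in use when the study was made. Among its names, 1067 are symbols in use now and 349 are older symbols of a gene; 21 names fit more than 1 gene and 70 fit none, and these were not used. The lowest log2 fold change of a tested gene of this table was 0.39 and the highest 3.84, and 479 genes were at least 2-fold higher in the fitted value.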

S2 Table Overlap genes between ChIP-seq and RNA-seq [downregulated in E(Pc) knockdown testes] data sets. (XLSX) Click here for additional data file.

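In S2 Table, 123 names are symbols in use now and 29 are older symbols; 3 fit no gene. Log2 fold changes of the tested genes ran from -3.03 to -0.16, and 19 genes were at least 2-fold lower in the fitted value. Their counts per base reached 0.763, with a median of 0.288.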

S3 Table Ontology analysis of overlap genes between ChIP-seq and RNA-seq [upregulated in E(Pc) knockdown testes] data sets. (XLSX) Click here for additional data file.

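Each line of S3 Table is a gene ontology term with the enrichment p-value and q-value the authors obtained for the S1 Table genes. Its enrichment column divides the share of the listed genes that carry the term by the share among all genes annotated, and the numbers in brackets are the counts behind both shares. The bound genes come from chromatin of cyst cells, while the change in RNA was read in whole testes.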

S4 Table Primers used for ChIP-qPCR analyses. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

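RNA-seq was analysed in 4 libraries of whole testes of adult males at 5 days of age, 2 of *Tj-Gal4* and 2 of *Tj>E(Pc) shRNA* as labelled, each from 1 pair of testes. The other 4 samples of the series, made by ChIP-seq, are not analysed here. Conditions and replicate numbers were taken from the sample labels and the paper's methods.

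The authors made the count table by aligning 50-nt single-end reads with Bowtie to the dm3 genome, with up to 2 mismatches and a single alignment site, and assigning them to merged exons of FlyBase genes; they deposited these counts without normalization. The paper states that reads over overlapping genes were counted as 0.5 for each gene, and the deposited values are whole, so counts of overlapping and antisense genes are uncertain. The paper does not state for RNA-seq whether reads at the same position were removed. The authors also deposited RPKM values (cRPKM), made from edgeR pseudo-counts, the length of the merged transcripts and a common library size, with a value for 11773 of the 14256 genes. Gene length in bp is given in the count table. Both tables list FlyBase gene identifiers, and 13564 of the 14256 matched a symbol in the symbol table used here; genes without a symbol keep their identifier.

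Total counts were 3307767, 4273908, 6251181 and 3691459 for *Tj-Gal4* 1 and 2 and *Tj>E(Pc) shRNA* 1 and 2, with 12922, 13213, 13624 and 13046 genes with at least 1 read. A gene with 3 counts or fewer in both libraries of a genotype is treated as at the floor, and a fold against it is a lower bound computed against 3 counts. Such bounds, and tests of the reads of a pair of libraries, cover counting error only, since reads without molecular identifiers are not independent molecules.

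The comparisons used edgeR 4.0.16 in R 4.3.3: filterByExpr by genotype (11163 of 14256 genes), TMM factors, a quasi-likelihood F test and Benjamini-Hochberg adjustment, with calls at an adjusted p under 0.05. The counts were rounded by the plan, which changed no value. The standard error of a log2 fold change is its size divided by the square root of F. The common dispersion was 0.0151. cRPKM means were compared with an exact two-sided permutation test on log2(cRPKM + 1), whose smallest p with 2 libraries against 2 is 0.333. Marker lists were tested with camera from limma 3.58.1 on log2 CPM, with a preset correlation of 0.01. The lists tested (13) were early germline, spermatocyte transcription program, spermatid differentiation, comet and cup genes, cyst lineage, hub, JAK-STAT pathway, EGF pathway, Tip60 complex, muscle sheath, accessory gland, ejaculatory bulb and duct, and fat body. All lists were written from general knowledge of the tissue, and *aop*, *Socs36E*, *stet* and *upd1* are each in more than 1 list. After the data were seen, a list's median was also set among 10000 random lists of the same size, each gene drawn from about 200 genes of nearest counts per base, and ranges of random lists run from the 2.5 to the 97.5 percentile.

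Genes named in the text are those the paper names in its results and the count table lists (21 genes), marker genes within their list, and the 5 largest rises and 5 largest falls among called genes with a mean cRPKM of at least 1 whose labelled knockdown libraries both lay beyond both controls. *y* and *v* were chosen after their values were seen. Symbols of S1 Table and S2 Table were matched to current and older symbols.

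Alternatives set before the data were examined were DESeq2 1.42.0, upper-quartile normalization, library size alone, edgeR's exact test with tagwise dispersion, no filter on low counts (14035 genes with at least 1 read), at least 10 counts in every library (10345 genes), a replicate block, a loess trend on gene length removed from each library, both together, each library left out in turn, and for calls an adjusted p under 0.01, at least 2-fold change, an unadjusted p under 0.01, and at least 2-fold or 1.5-fold change without a test. limma on log2(cRPKM + 1) covered 11282 genes with a mean cRPKM of at least 1. For lists the alternatives included fry and camera with an estimated correlation. After the data were seen, 3 alternatives were added. A crossed replicate block pairs replicate 1 of a genotype with replicate 2 of the other. Removal of a depth trend takes out, by loess with a span of 0.3, the dependence on library size within genotypes as a function of counts per base. The conversion of occupied positions to reads treats each count as an occupied position of the transcript, up to 0.98 of its length.

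Each gene-level fit that gives calls was tested on simulated counts drawn at the real library sizes with 200 changed genes: the quasi-likelihood test called 185 of 200 with 11 calls among unchanged genes (11123 tested), DESeq2 165 with 3, the exact test 185 with 17, limma 154 with 21 (11731 tested), the crossed block 184 with 13 and conversion to reads 157 with 6. The fits with a library left out, which give no call, were not simulated. Simulated changes were all at least 2-fold, in genes not of low counts, so these numbers do not give the recovery of smaller changes. The camera test called the list of raised genes and 0 of 20 lists of unchanged genes. Simulated genes varied independently of each other, so this does not test camera on correlated genes. In a simulation with counts capped at 1 per position (11209 genes tested), unchanged genes over 0.7 counts per base had a median log2 fold change of -0.25 in the quasi-likelihood test, -0.01 with the depth trend removed and -0.18 with conversion to reads; 120, 161 and 144 of the 200 changed genes were called. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. GC content was not tested, since no genome sequence was used here.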

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

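The tests of explanations in this part were chosen only after the results were seen. Directions are those of the libraries as labelled.

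*E(Pc)* mRNA, which the paper does not report from RNA-seq, was not lower in the libraries labelled *Tj>E(Pc) shRNA*: its log2 fold change was 0.44. Capped counts at different depths are argued against as the source by the value with the depth trend removed, 0.41 (standard error 0.08). With the gene length trend removed it was 0.19 (standard error 0.20), so gene length cannot be told apart from a change of the gene. A knockdown confined to a small part of the cells would leave whole testes near 0 rather than raised. The value of 0.44 was not called, and other settings differ. The gene was called higher in 4 of them, 1 set before the data were examined (library size alone, 0.51) and 3 added after (0.41 to 0.48), and the removal of the length trend left a value within its standard error of 0. This too stays open. The early germline list argues against a swap of the genotype labels, if its genes track early germ cells. The paper finds such cells in excess in the knockdown, and 6 of the 8 genes were higher as labelled. The list median was 1.13, and it ran from 1.04 to 1.22 with a library left out. *vn* went the other way, with 1.63, where the paper finds its reporter nearly lost in later cyst cells. That gene cannot decide, since its mRNA was read in whole testes and from only 8 and 18 counts in *Tj-Gal4*. The labels are therefore not settled. *y*, a body colour gene often used to mark transgenic stocks, cannot settle them either. Its log2 fold change was 3.05, but the paper does not state whether the shRNA stock carries a copy of it. The other 11 Tip60 complex genes had a median of 0.69, above random lists of similar counts per base (-0.30 to 0.56), so a rise shared with these genes may contribute.

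Counts per base of transcript, which the paper does not discuss, stayed under 1 in all 4 libraries, with a highest value of 0.965. This is what 1 read kept per position would give. A lack of genes abundant enough to pass 1 is argued against by the maxima, which differed by a factor of 1.04 between libraries whose totals differed by 1.89. Genes over 0.7 counts per base had a median log2 fold change of -0.43 in the comparison of genotypes. Capped counts at different depths may account for part of it, since the fall shrank in the order of the ratio of the totals: -0.90 for *Tj>E(Pc) shRNA* 1 over *Tj-Gal4* 1 (totals in a ratio of 1.89), -0.58 for 1 over 2 (1.46), -0.30 for 2 over 1 (1.12) and 0.012 for 2 over 2 (0.864). The pair of most similar totals, at 1.12, still showed a fall, but its labelled knockdown library was the deeper, so capping predicts a fall there too. With the depth trend removed the median was -0.17, with 82 of 360 genes called lower, which argues against capped counts as the whole cause. Gene length is argued against by a median of -0.37 with that trend removed. Which germ cell or cyst cell change, if any, makes up the rest was not tested.

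The early germline list, which the paper does not analyse by RNA-seq, had a median log2 fold change of 1.13. Removing the depth trend left 1.10, and removing the length trend left 1.02, both above random lists of similar counts per base under the same correction (up to 0.51 and 0.58), which argues against either as the source. In those 2 fits the adjusted p from camera was 0.0758 and 0.0846; over the alternatives it ranged up to 0.598. A larger share of early germ cells is a candidate explanation and stays open: genes of the list moved apart, from -0.22 for *stet* to 3.22 for *ovo*, and whether the genes that did not rise are used in other cells of the testis was not tested. All 8 genes had counts in the controls.

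The Tip60 complex list had a median log2 fold change of 0.65, which lay at the 99.7 percentile of random lists of similar counts per base. *pont*, *rept* and *Ing3* were lower (-0.24, -0.18 and -0.02) and the other 9 genes higher. With the depth trend removed the median was 0.61 and with the length trend removed 0.62, so neither trend is a likely source. A biological explanation was not tested.

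The post-meiotic lists were lower, with medians of -0.44 for spermatid differentiation and -0.42 for comet and cup genes. They lay at the 6.89 and 33.8 percentile of random lists of similar counts per base, which is what a fall shared by all such genes gives. With the depth trend removed they lay at the 8.16 and 22.7 percentile. Fewer spermatids cannot be told apart from that shared fall, because the random lists are drawn from the densely covered genes of the testis and may hold late germline genes too. The fall in these lists depended on the depth of the libraries: without *Tj>E(Pc) shRNA* replicate 1 the medians were -0.11 and -0.22, and without replicate 2 they were -0.82 and -0.68.

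X-linked genes, which the paper does not set apart, had a median log2 fold change of 0.21 over 1771 genes, with 543 called higher and 95 lower. The medians of the 4 large autosome arms lay between -0.07 and -0.01, but the 76 genes of chromosome 4, an autosome, had a median of 0.22 with 76.3% higher. They were not matched on counts per base, so whether they share the rise of the X was not tested. Matched on counts per base, the difference between X-linked genes and genes of the large autosome arms was 0.19, and the largest of 1000 random chromosome labellings gave 0.08, which argues against the abundance of X-linked genes as the source. It was 0.19 with the depth trend removed and 0.17 with the length trend removed, which argues against both. A few strain variants are argued against by the share of X-linked genes that were higher, 60.9%. The difference lay in sparsely covered genes: it was 0.60 under 0.02 counts per base, 0.50 from 0.02 to 0.05 and between -0.07 and 0.14 above. All 4 pairs of a labelled knockdown library and a control showed it (0.12 to 0.29), and replicate pairs differed by 0.04 and 0.05. GC content was not tested, and no biological explanation was tested.

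Genes outside those the paper discusses were near absent in a genotype. With 3 counts or fewer in both *Tj-Gal4* libraries, 9 genes had at least 20 counts in both libraries labelled *Tj>E(Pc) shRNA*, and 5 genes showed the opposite. *CG11370* had 0 and 0 counts in *Tj-Gal4* and 89 and 106 in the labelled knockdown, at least 25.6-fold higher. *lncRNA:CR43434* had 72 and 114 counts in *Tj-Gal4* and 0 and 0 in the labelled knockdown, at least 38.9-fold lower. Stock background cannot be told apart from the knockdown, because each genotype is a single stock or cross, with 9 genes gained and 5 lost. RNA from other tissues in the labelled knockdown libraries also stays open. The highest median among the lists of other tissues was -0.089, but the own expression of such genes in the testis would hide a small share. Single genes of these lists were called in both directions, *EbpIII* and *Lsp2* higher and *Ebp* and *Act57B* lower.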

How the results depend on the processing

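Gene counts changed by more than 1.5 times as follows, each as higher, lower, S1 Table genes called higher and S2 Table genes called lower, against 2517, 1272, 1373 and 124. DESeq2 gave 1453, 724, 834 and 64, an adjusted p under 0.01 gave 1478, 338, 864 and 30, an adjusted p under 0.05 with at least 2-fold change gave 981, 315, 478 and 19, and at least 2-fold change without a test gave 1026, 379, 479 and 19. DESeq2's calls were all among the quasi-likelihood calls for higher genes (1453 of 1453) and 682 of 724 for lower genes. The stricter thresholds give fewer calls by construction; for DESeq2 the cause was not tested. At least 1.5-fold change without a test gave 56 S2 Table genes. The replicate block lowered the count of S2 Table, to 81. The other alternatives set before the data were examined left these counts within 1.5 times, and all gave more higher than lower genes. No library was left out for counts of calls, since an arm of 1 library gives no call. The counts as deposited were whole, so leaving them unrounded changed nothing and tests nothing.

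With the replicate number as a block, 2107 genes were called higher and 888 lower, with 1185 of S1 Table. The numbers are not known to pair libraries: deviations of same-numbered libraries correlated at -0.25 across genes. A crossed replicate block, added after the data were seen, called 3190 genes higher and 3014 lower, with 1410 of S1 Table and 149 of S2 Table. Of the named genes, the block changed the call of *upd1* (-0.46) and *Utx* (0.43), with adjusted p of 0.052 and 0.0902 from edgeR's quasi-likelihood test.

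Alternatives added after the data were seen raised the count of lower genes: 2261 with the depth trend removed and 2209 with occupied positions converted to reads. The share of calls that were higher was 55.8% with the depth trend removed against 66.4%, from 2849 higher genes, of which 2460 were shared with the 2517, and 1188 of the lower genes were shared with the 1272.

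*E(Pc)* became called higher with library size alone (0.51), the crossed block (0.43), the depth trend removed (0.41) and conversion to reads (0.48); it ran from 0.30 to 0.56 with a library left out. *zfh1* lost its call with DESeq2 (0.58) and limma on log2(cRPKM + 1) (0.54), and ran from 0.31 to 0.89 with a library left out. *aop* became called with the crossed block (0.36). *eya* changed sign with the length trend removed (-0.14), alone or with the replicate block (-0.14), with the depth trend removed (-0.050), conversion to reads (-0.00018) and DESeq2 (-0.048), and ran from -0.08 to 0.08 with a library left out; none of these values was called. The cause was not tested. The cRPKM ratios moved by less than their replicate SD under the 7 alternatives of each; with a library left out they ran from 1.24 to 1.86 for *zfh1*, 1.20 to 1.36 for *aop* and 0.952 to 1.05 for *eya*.

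Lists lost their call as follows. With camera's estimated correlation the early germline (1.13), spermatid (-0.44), comet and cup (-0.42), EGF pathway (0.37) and Tip60 complex (0.65) lists were no longer called, and with fry the spermatid, comet and cup and EGF lists (-0.44, -0.42 and 0.37). With the length trend removed the early germline (1.02), spermatid (-0.34), EGF (0.27) and Tip60 (0.62) lists lost it, and with the depth trend removed the early germline (1.10) and EGF (0.22) lists. The EGF list also lost it with at least 10 counts in every library (0.36; fewer genes tested) and with conversion to reads (0.33). Signs changed for the cyst lineage with the length (-0.031) and depth (-0.020) trends removed, and for JAK-STAT (-0.087) and the accessory gland (0.00428) with the length trend removed; none of these was called. Otherwise the cause was not tested. The fall of the spermatid and comet and cup lists was called in all other settings tried with a test.

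With a library left out, medians ran from 1.04 to 1.22 for early germline, 0.20 to 0.31 for spermatocyte, -0.82 to -0.11 for spermatid, -0.68 to -0.22 for comet and cup, -0.04 to 0.23 for cyst lineage, -0.60 to -0.33 for hub, 0.024 to 0.15 for JAK-STAT, 0.39 to 0.61 for EGF, 0.62 to 0.76 for Tip60, -0.17 to -0.037 for muscle sheath, -0.32 to -0.026 for accessory gland, -0.61 to -0.32 for ejaculatory bulb and duct, and -0.43 to 0.08 for fat body.

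Over the 27 other named genes, 259 comparisons with alternatives set before the data were examined gave 243 with the same direction and call, 7 weaker, 1 stronger and 8 reversed. The reversed ones were *E(z)* (0.066), *Egfr* (0.019) and *spi* (0.022) with library size alone, *bgcn* (-0.10) and *N* (-0.012) with the length trend removed, alone or with the replicate block, and *bgcn* with DESeq2 (-6.2e-05); none was called. The alternatives added after the data were seen gave 81 comparisons for these genes, 76 with the same direction and call and 5 stronger. *Tip60* became called higher with the crossed block and conversion to reads. *arm* became called higher with both of these and with the depth trend removed. With a library left out, 20 of 108 values moved by more than the replicate SD in the same direction. *spi* changed sign by more than that SD (-0.17 to 0.076), and *Egfr* (-0.35 to 0.15), *bgcn* (-0.072 to 0.17) and *E(z)* (-0.027 to 0.0075) changed sign within it. Saturation of counts limits the size of changes in genes over 0.5 counts per base, of which 1291 were tested.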

Differences from the paper's values

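No ratio or gene count compared differed from the paper's by more than 1.5 times and by more than the replicate spread: the cRPKM ratio was 1.55 against the paper's 1.64 for *zfh-1* and 1.28 against the paper's 1.28 for *yan*, and 1373 S1 Table genes were called higher against the paper's 1507 and 124 S2 Table genes lower against the paper's 156. Fig 3E, read by eye, shows about 2600 genes up and about 1500 down, and 2517 and 1272 were called here.

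The paper's tables list genes that were not called here, 37 of the 1410 tested in S1 Table and 26 of the 150 tested in S2 Table. With edgeR's exact test and tagwise dispersion, an alternative set before the data were examined, 1406 and 146 of them were called, and with no filter on low counts 1398 and 141 were called. Upper-quartile normalization called 135 of S2 Table. The alternatives added after the values were seen called 1374 and 135 with the depth trend removed, 1408 and 147 with occupied positions converted to reads, and 1410 and 149 with the crossed replicate block.

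The paper gives *zfh-1* a smaller P than *yan*. In the cRPKM values, the means of *zfh1* differed by 3.74 with an SD of 2.98 in the libraries labelled *Tj>E(Pc) shRNA*, and those of *aop* by 1.96 with an SD of 0.579. Relative to this SD the difference of *zfh1* was the smaller, which is not the order of the paper's P values from a two-tailed t test. The exact two-sided permutation test cannot order the genes, since it gave both p = 0.333, the smallest p that 2 libraries against 2 allow. In the counts, the unadjusted p from edgeR's quasi-likelihood test was 0.0058 for *zfh1* and 0.0336 for *aop*, which is the order of the paper's P values.

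The paper describes the labelled genotype as a knockdown of *E(Pc)* in cyst cells, and shows it by a fall of GFP-tagged protein there. Here mRNA was read in whole testes, where the paper finds the protein in germ cells too, so the measures are unlike. This mRNA was higher in those libraries, with a log2 fold change of 0.44. No setting tried made it lower, and the lowest value was 0.19.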

Other observations

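The tests of explanations in this part were chosen only after the results were seen. Directions are those of the libraries as labelled.

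The rise of *zfh1* was larger in the library labelled *Tj>E(Pc) shRNA* replicate 1 than in replicate 2, by a log2 ratio of 0.58. Counting error is argued against by an exact binomial test of the 2 libraries' counts (p = 4.83e-07), which compares these libraries and not the genotypes. The ratio lay at the 85.0 percentile of 500 genes of similar counts per base, whose median was 0.22, so it may be part of the spread shared by such genes in this pair. Without replicate 1 the log2 fold change of *zfh1* was 0.31.

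Genes of 0.05 to 0.1 counts per base, where many S1 Table genes lie, had a median log2 fold change of 0.46, with 834 of 1833 called higher. Removing the depth trend left 0.38 and removing the length trend left 0.42, which argues against either as the whole source. The rise was present in all 4 pairs of a labelled knockdown library and a control (0.32 to 0.61). No biological explanation was tested.

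More genes were called higher than lower in each setting tried. With the depth trend removed 55.8% of calls were higher, 2849 genes against 2261 lower, so this trend does not account for all of the excess. Calls in both directions rose from 2517 and 1272, so the change of the share cannot tell whether capped counts account for part of it. The crossed replicate block gave the lowest share, 51.4%, with 3190 genes higher and 3014 lower. An adjusted p under 0.01 gave the highest, 81.4%.

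Within ranges of counts per base, the share of higher calls in S1 Table exceeded the share of lower calls in S2 Table wherever both directions had calls. It was 60.9% against 9.52% at 0.05 to 0.1 counts per base, 60.5% against 14.2% at 0.1 to 0.2, and 61.8% against 12.3% at 0.3 to 0.5. The paper's lists give only bound genes it called changed, so the share of bound genes among unchanged genes is not known from them.

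Of the 21 genes the paper names and the count table lists, 5 were called higher, 1 lower and 15 were not called, with log2 fold changes of the latter from -0.22 to 0.44. The JAK-STAT kinase gene *hop*, listed in S1 Table, had a log2 fold change of 1.08 (standard error 0.13, adjusted p = 4.54e-04 from edgeR's quasi-likelihood test), while *dome*, *Stat92E* and *Socs36E* had 0.22, 0.19 and -0.17 and were not called. *bam* had a log2 fold change of 1.62 (standard error 0.22, adjusted p = 6.52e-04 from the same edgeR test). The EGF ligand gene *vn*, whose reporter the paper finds almost undetectable in later stage cyst cells, had 8 and 18 counts in *Tj-Gal4* and 72 and 39 in the libraries labelled *Tj>E(Pc) shRNA*, a log2 fold change of 1.63 (standard error 0.36, adjusted p = 0.00784 from the same edgeR test). *Utx*, in S1 Table, had 0.43 (standard error 0.13, adjusted p = 0.0309 from the same edgeR test), a call lost with DESeq2, the replicate block and the length trend removed.

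The 5 largest rises by the rule fixed before the data were examined were *CG11370*, *CG13215* (at least 39.6-fold higher), *CG13728* (3 and 4 counts in *Tj-Gal4*, 752 and 348 in the labelled knockdown; log2 fold change 6.75), *CG2233* (at least 18.1-fold higher) and *CG3106* (at least 15.6-fold higher). The 5 largest falls were *lncRNA:CR43434*, *Gr85a* (at least 14.3-fold lower), *Hn* (143 and 229 counts in *Tj-Gal4*, 5 and 1 in the labelled knockdown; log2 fold change -6.35), *CG11892* (at least 37.4-fold lower) and *CG4328* (at least 16.1-fold lower). None of these 10 genes is in S1 Table or S2 Table. *y* and *v*, chosen after their values were seen, had log2 fold changes of 3.05 and 1.47; without *Tj>E(Pc) shRNA* replicate 1 that of *v* was 0.80.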
